# Selective inhibition of TGF-β1 produced by GARP-expressing Tregs overcomes resistance to PD-1/PD-L1 blockade in cancer

**DOI:** 10.1038/s41467-020-17811-3

**Published:** 2020-09-11

**Authors:** Grégoire de Streel, Charlotte Bertrand, Nicolas Chalon, Stéphanie Liénart, Orian Bricard, Sara Lecomte, Julien Devreux, Mélanie Gaignage, Gitte De Boeck, Lore Mariën, Inge Van De Walle, Bas van der Woning, Michael Saunders, Hans de Haard, Elien Vermeersch, Wim Maes, Hans Deckmyn, Pierre G. Coulie, Nicolas van Baren, Sophie Lucas

**Keywords:** Tumour immunology, Immunosuppression

## Abstract

TGF-β1, β2 and β3 bind a common receptor to exert vastly diverse effects in cancer, supporting either tumor progression by favoring metastases and inhibiting anti-tumor immunity, or tumor suppression by inhibiting malignant cell proliferation. Global TGF-β inhibition thus bears the risk of undesired tumor-promoting effects. We show that selective blockade of TGF-β1 production by Tregs with antibodies against GARP:TGF-β1 complexes induces regressions of mouse tumors otherwise resistant to anti-PD-1 immunotherapy. Effects of combined GARP:TGF-β1/PD-1 blockade are immune-mediated, do not require FcγR-dependent functions and increase effector functions of anti-tumor CD8^+^ T cells without augmenting immune cell infiltration or depleting Tregs within tumors. We find GARP-expressing Tregs and evidence that they produce TGF-β1 in one third of human melanoma metastases. Our results suggest that anti-GARP:TGF-β1 mAbs, by selectively blocking a single TGF-β isoform emanating from a restricted cellular source exerting tumor-promoting activity, may overcome resistance to PD-1/PD-L1 blockade in patients with cancer.

## Abstract (web summary)

Inhibiting TGF-β1 to increase immune responses against tumors bears the risk of tumor-promoting toxicity. Here the authors show that selectively blocking TGF-β1 produced by immunosuppressive cells is feasible with anti-GARP:TGF-β1 antibodies and improves the efficacy of PD-1 blockade immunotherapy.

## Introduction

Immunosuppression by regulatory T cells (Tregs) is indispensable to maintain peripheral immune tolerance, but is detrimental in cancer or chronic infections. Targeting Tregs or their functions in cancer patients has remained a coveted, but challenging and unmet therapeutic approach. Coveted, because notwithstanding the remarkable progress in cancer treatment achieved with monoclonal antibodies (mAbs) blocking the CTLA-4 or PD-1 inhibitory pathways, a vast majority of patients do not respond to immunotherapy due to primary or acquired resistance to T-cell-mediated anti-tumor immunity^1,2^, and Tregs appear deleterious to anti-tumor immunity in most patients and cancer types^3–12^. Very recently, Tregs were even suggested to be amplified and contribute to disease hyperprogression in response to PD-1 blockade in a small subset of cancer patients^13^. Nevertheless, whereas mouse Tregs were shown to suppress immune responses by a variety of context-dependent mechanisms, which mechanism, if any, should be targeted to block suppression of anti-tumor immunity by Tregs in cancer patients is not known. None of the current cancer immunotherapies allows to specifically block Treg immunosuppression without killing these cells in the tumor microenvironment.

We recently identified a mechanism of immunosuppression by human Tregs that can be blocked by mAbs. This mechanism implicates production of the potently immunosuppressive TGF-β1 cytokine. Like most other immune cells, Tregs produce TGF-β1 in a latent, inactive form, in which the mature TGF-β1 dimer is non-covalently associated to the latency associated peptide (LAP). LAP forms a ring around mature TGF-β1, masking the interaction sites with the TGF-β1 receptor chains^14,15^. Only a few cell types are able to activate the cytokine by releasing mature TGF-β1 from LAP, through cell-type-specific mechanisms^16^. Upon T-cell receptor (TCR) stimulation, Tregs present latent TGF-β1 on their surface via disulfide linkage of LAP to a transmembrane protein called GARP^15,17,18^. Integrin αVβ8 interacts with GARP:(latent)TGF-β1 complexes, leading to release of active TGF-β1 close to the surface of stimulated Tregs^19,20^. Treg-derived active TGF-β1 exerts paracrine, short-distance immunosuppressive effects on immune cells, including T cells^16^. We derived anti-GARP:TGF-β1 mAbs that block the TGF-β1 activation by TCR-stimulated human Tregs, through a molecular mechanism elucidated via X-ray crystallography^15,21^. These mAbs do not bind complexes of GARP and latent TGF-β2 or β3, which are produced by non-Treg cells and once activated, signal via the same receptor as TGF-β1^15^. Blocking anti-GARP:TGF-β1 mAbs inhibited the immunosuppression by human Tregs of a xenogeneic graft-versus-host disease induced by transfer of human PBMCs into immunodeficient NSG mice^21^.

Here, we derive an anti-mouse GARP:TGF-β1 mAb that blocks release of active TGF-β1 by mouse Tregs, allowing to examine the therapeutic benefit of blocking Treg function in tumor-bearing individuals. We show that this mAb increases the effector functions of anti-tumor T cells and induces immune-mediated rejections of tumors otherwise resistant to anti-PD-1 therapy. We also show that GARP-expressing Tregs are present in a sizeable subset of human melanoma samples, warranting trials to test anti-GARP:TGF-β1 mAbs in the clinics.

## Results

### Anti-GARP:TGF-β1 mAb blocks TGF-β1 activation by mouse Tregs

Previously described blocking antibodies against human GARP:TGF-β1 complexes do not recognize mouse GARP:TGF-β1^21^. To derive mAbs that block TGF-β1 activation from GARP:TGF-β1 complexes on murine Tregs, we immunized llamas with plasmids encoding mouse GARP and TGF-β1, and constructed V_H_/V_k_ and V_H_/V_λ_ cDNA libraries to select Fab clones binding mouse GARP:TGF-β1 by phage display. Fab-encoding regions from selected clones were sequenced to construct >50 full-length mAbs by subcloning into a murine immunoglobulin G2a (mIgG2a) backbone. Clone 58A2 bound GARP:TGF-β1 complexes but not free GARP or free latent TGF-β1 (Fig. 1a). It bound the surface of mouse Tregs, both resting and even more so after TCR stimulation (Fig. 1b). It also blocked the release of active TGF-β1 induced by TCR stimulation of mouse Tregs in vitro (Fig. 1c), whether the mAb was used as a wild-type (WT) or an Fc-dead (FcD) mIgG2a subclass antibody. The FcD mIgG2a contains two amino-acid substitutions in the Fc region (D_265_A/N_297_A) that preclude binding to all mouse FcγRs^22,23^ (Supplementary Fig. 1). Binding and blocking activities of clone 58A2 closely resembled those of blocking anti-human GARP:TGF-β1 mAbs^15,21^. Clone 58A2 was thus further selected to test whether treatment with blocking anti-GARP:TGF-β1 mAbs could improve anti-tumor immune responses and favor tumor rejections in mice.

**Fig. 1:**
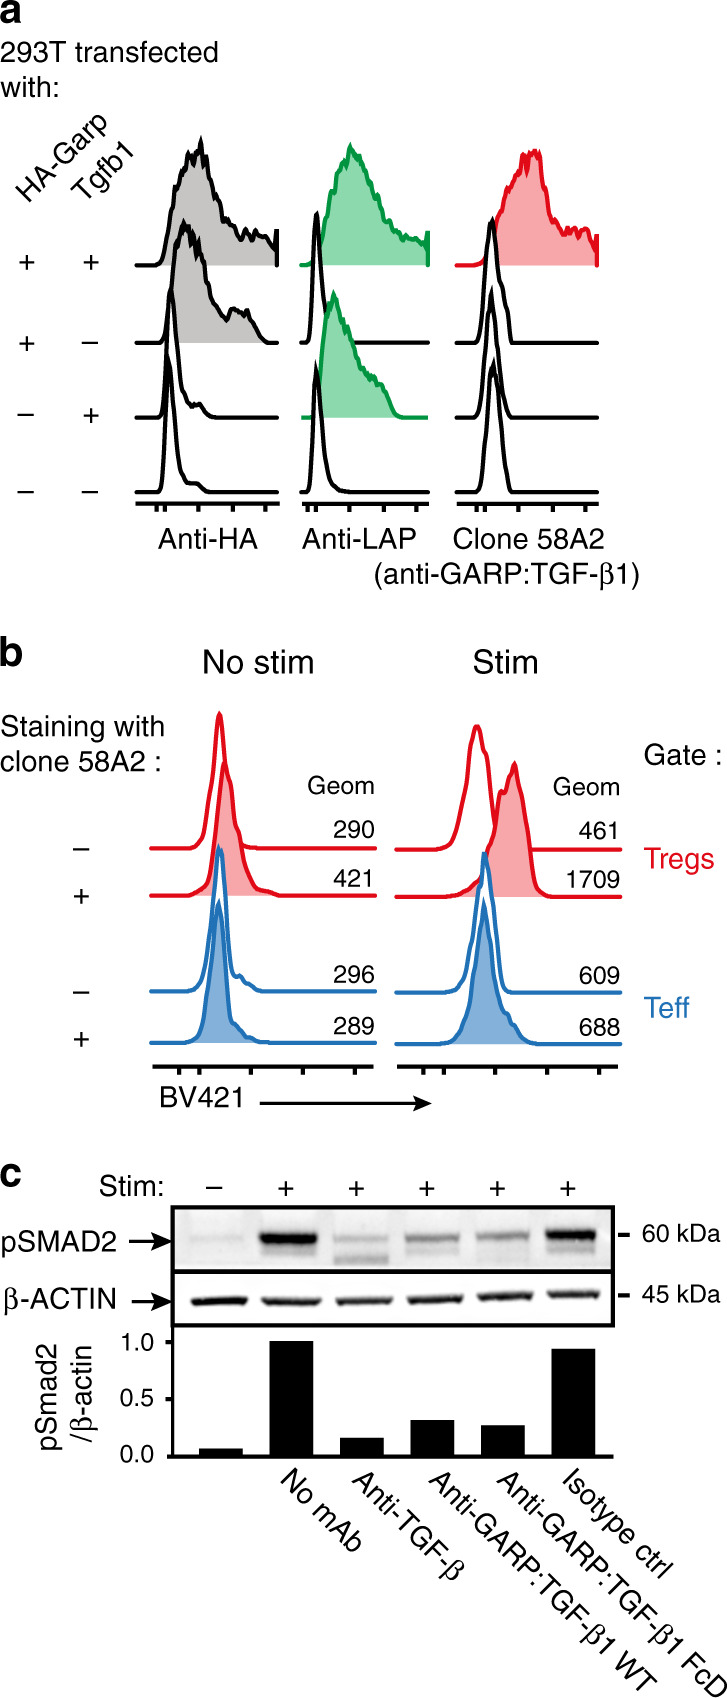
An anti-GARP:TGF-β1 mAb that blocks TGF-β1 activation by mouse Tregs in vitro. **a** 293T cells were transfected with constructs encoding HA-tagged mouse GARP, mouse TGF- β1 (i.e. LAP + mature TGF- β1), or both, to induce surface expression of free GARP, free latent TGF- β1, or GARP:TGF- β1 complexes, respectively (Cuende et al.^21^). Transfected cells were stained with the indicated antibodies and analyzed by flow cytometry. Histograms are gated on live cells. **b** Mouse splenocytes were stimulated (stim) or not with anti-CD3/CD28 coated beads during 24 h, then analyzed by flow cytometry after staining with anti-CD4 and anti-FOXP3 antibodies in the presence (+) or absence (−) of the biotinylated anti-GARP:TGF-β1 clone 58A2, followed by streptavidin coupled to BV421. Histograms in red are gated on CD4^+^FOXP3^+^ cells (Tregs), in blue on CD4^+^Foxp3^-^ cells (Teff). **c** Magnetically-sorted CD25^+^ mouse splenocytes were stimulated during 24 h with anti-CD3/CD28 coated beads in the presence or absence of blocking antibodies against active TGF- β (clone 1D11), GARP:TGF- β1 complexes (clone 58A2, mIgG2a WT or FcD), or an isotype control (mIgG2a WT), then analyzed by Western blot with antibodies against β-ACTIN and pSMAD2, as a read-out for active TGF-β1 production. Bar graphs on the bottom show quantification of ECL signals (ratio of pSMAD2/β-ACTIN signals relative to that in cells stimulated in the absence of blocking mAb). Full scans are shown in Supplementary Fig. 14.

### Anti-GARP:TGF-β1 overcomes resistance to anti-PD-1

We injected CT26 colon carcinoma cells subcutaneously (s.c.) in BALB/c mice and started antibody treatments after 6 days, when tumors were well established in all mice (Fig. 2a). Tumors grew uniformly and no rejection (complete response or CR: 0/9) was observed upon injection of an isotype control mIgG2a antibody (Fig. 2b). No rejection was observed either after treatment with the blocking anti-GARP:TGF-β1 clone 58A2, either as a WT or an FcD mIgG2a. A single tumor rejection (CR: 1/10) was observed in mice treated with mAb 1D11, which neutralizes all three TGF-β isoforms^24^. Thus, antibodies that neutralize TGF-β1 or block TGF-β1 activation from GARP:TGF-β1 complexes do not display anti-tumor activity when administered as monotherapies in CT26 tumor-bearing mice (Fig. 2b).

**Fig. 2:**
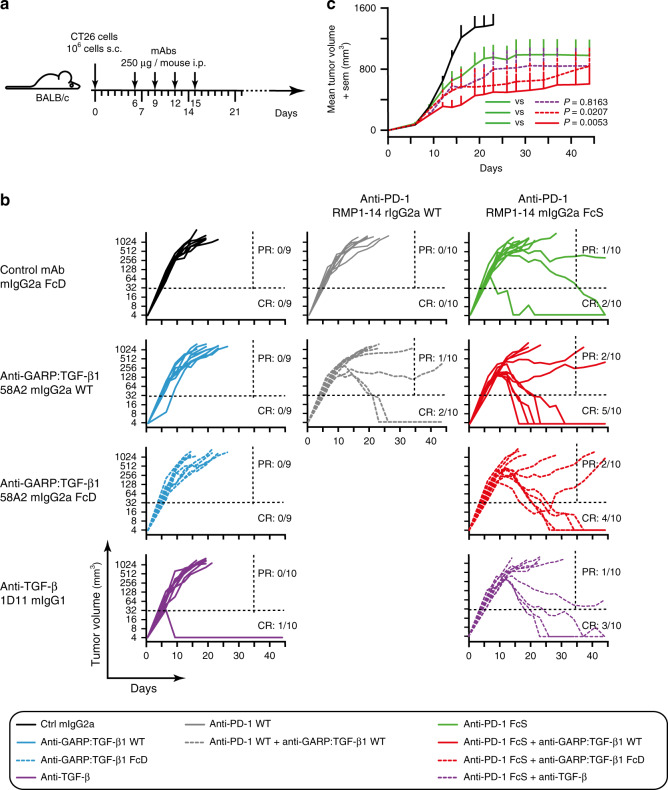
Combined blockade of GARP:TGF-β1 and PD-1 shows anti-tumor efficacy. **a** Schematic representation of the experimental design. BALB/c mice were injected s.c. with live CT26 cells on day 0. Tumor diameters were measured twice a week. Mice were randomized in 10 groups (*n* = 9–10 mice per group) on day 6, and mAbs were injected i.p. every 3 days from day 6 to 15. Mice were euthanized when the tumor surface was ≥200 mm^2^. **b** Evolution of tumor volumes in the 10 treatment groups (each line represents one mouse). Ratios indicate the proportions of complete responders (CR: mice alive on day 45 with no detectable tumor) and partial responders (PR: mice alive on day 35 that carry a tumor >32 mm^3^ at the time of euthanasia). Dotted horizontal and vertical lines indicate the two arbitrary limits (tumor volume of 32 mm^3^ and day 35) used to identify PR and CR. **c** Evolution of mean tumor volumes + sem in five treatment groups. *P* values for relevant comparisons are indicated and were calculated with a mixed effects model, as recommended for analyses of longitudinal data (Liu et al.^46^; Sugar et al.^45^), with a post-hoc Tukey’s test for multiple comparisons. Similar results were observed in five other independent experiments (Fig. 3 shows meta-analyses of all pooled experiments).

Anti-PD-1 mAbs displayed very limited anti-tumor activity in this model (Fig. 2b). No rejection (CR: 0/10) occurred when anti-PD-1 clone RMP1-14 was administered as a rat IgG2a subclass mAb (WT), and only a minority of the mice (CR: 2/10) rejected their tumors after treatment with an anti-PD-1 comprising the RMP1-14 variable regions in an Fc-Silent (FcS) mIgG2a backbone (Absolute Antibodies^®^). Although minor, the increased anti-tumor activity of anti-PD-1 FcS compared to WT was expected because the FcS mAb contains amino-acid substitutions precluding binding to FcγRs, a feature known to enhance the anti-tumor activity of anti-PD-1 mAbs. In the case of clone RMP1-14, this has been suggested to result from abrogation of an FcγRIIb-dependent agonistic activity on PD-1 expressed by CD8^+^ T cells^25^.

As shown in Fig. 2b, combination with anti-GARP:TGF-β1 WT improved the anti-tumor activity of anti-PD-1 in both WT and FcS formats (CR: 2/10 and 5/10 mice, respectively). Interestingly, the anti-tumor effect of anti-GARP:TGF-β1 did not require its binding to FcγRs: tumor rejection was also more frequent (CR: 4/10) when anti-GARP:TGF-β1 FcD was combined with anti-PD-1 FcS. Anti-TGF-β clone 1D11 modestly increased the frequency of tumor rejections (CR: 3/10) when combined with anti-PD-1 FcS. By comparison to treatment with anti-PD-1 FcS alone, reductions in mean tumor volumes were statistically significant in mice receiving anti-PD-1 FcS combined with anti-GARP:TGF-β1 (WT or FcD), but not with anti-TGF-β (Fig. 2c). This indicates that in CT26-bearing mice, blocking the activity of TGF-β1 emanating from GARP:TGF-β1-expressing cells only was at least as efficient as blocking the activity of the three TGF-β isoforms, whichever their cellular source. Anti-GARP:TGF-β1 significantly increased the anti-tumor activity of anti-PD-1 against established CT26 tumors in seven independent experiments, allowing for a 2.8 to 5-fold increase of the proportion of mice surviving until the end of the experiment after having completely rejected their tumor (proportions of CR in meta-analyses shown in Fig. 3).

**Fig. 3:**
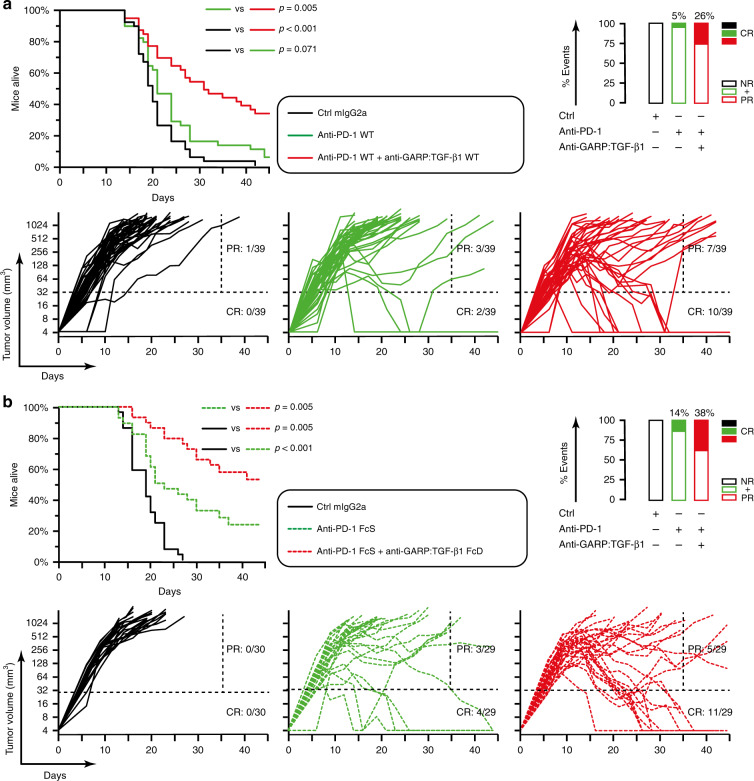
Combined blockade of GARP:TGF-β1 and PD-1 shows anti-tumor efficacy against established CT26 tumors. BALB/c mice were injected s.c. with live CT26 cells on day 0. Tumor diameters were measured two to three times a week. On day 6, mice were randomized in various experimental groups and received the first of 3–4 mAb injections. Mice were euthanized when the tumor surface was ≥200 mm^2^. **a** Meta-analysis of four pooled independent experiments in which mice received anti-PD-1 WT alone, or in combination with anti-GARP:TGF-β1 WT (*n* = 39). **b** Meta-analysis of three pooled independent experiments in which mice received anti-PD-1 FcS alone, or in combination with anti-GARP:TGF-β1 FcD (*n* = 29–30). **a**, **b** Kaplan Meier plots on top represent the proportions of mice alive during the experiment, with *P* values calculated using a one-tailed Wilcoxon test. Graphs on bottom represent evolution of tumor volumes in various groups (each line represents one mouse). Ratios indicate the proportions of CR and PR, as defined in Fig. 2. Rectangles on the right represent proportions (%) of CR (filled rectangles), and partial + non-responders (PR + NR, empty rectangles).

We verified whether our observations could be generalized to another tumor model, another genetic background, or yet other blocking anti-GARP:TGF-β1 mAbs. First, we injected MC38 colon carcinoma cells in WT C57BL/6 mice. We observed that anti-GARP:TGF-β1 increased the anti-tumor activity of anti-PD-1 in this model also (Supplementary Fig. 2). Second, we injected MC38 cells in *Garp*^*YSG/YSG*^ C57BL/6 mice. These mice carry a homozygous knock-in mutation that replaces three contiguous HGN amino acids of mouse GARP by the YSG amino acids found at the corresponding positions of human GARP. Mutated GARP:TGF-β1 complexes can be bound by MHG-8 and LHG-10, two previously described blocking anti-human GARP:TGF-β1 antibodies^21^. Treatment of MC38-bearing *Garp*^*YSG/YSG*^ mice with anti-PD-1 combined with MHG-8 or LHG-10 increased the frequency of tumor rejections by comparison to treatment with anti-PD-1 alone (Supplementary Fig. 3).

Altogether, these data indicate that antibody-mediated blockade of TGF-β1 activation from GARP:TGF-β1 complexes induces rejection of tumors resistant to anti-PD-1 monotherapy. This anti-tumor activity does not require FcγR-dependent effector functions of the blocking anti-GARP:TGF-β1 mAbs.

### Anti-GARP:TGF-β1 protects against re-challenge with tumor

Four mice that had rejected a CT26 tumor after treatment with a combination of anti-PD-1 WT and anti-GARP:TGF-β1 WT were injected 47 days after the last mAb administration with live CT26 cells in the right flank, and live RENCA or EMT6 syngeneic tumor cells in the left flank. No tumor grew in the right flanks whereas all grew in the left flanks (Fig. 4a). Control tumors grew readily in naive mice (Fig. 4b). This suggests that anti-GARP:TGF-β1 combined with anti-PD-1 induces protective T-cell-mediated immunity against CT26-specific tumor antigens.

**Fig. 4:**
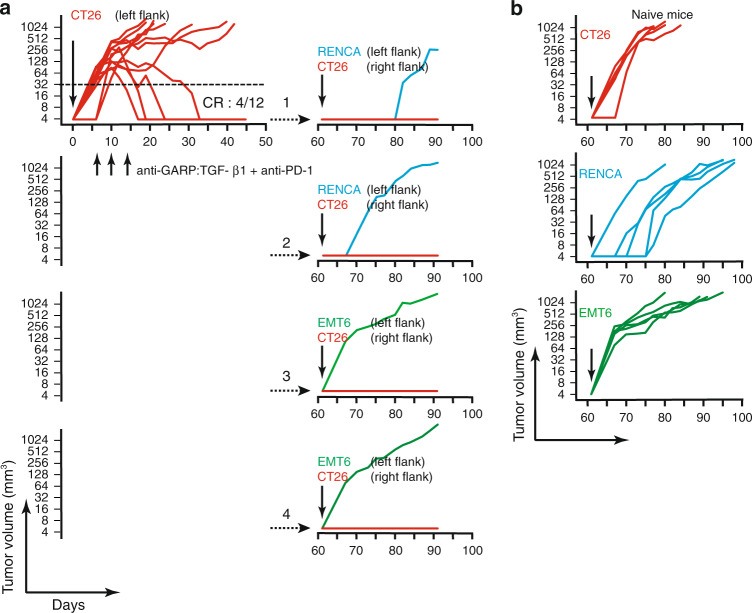
Combined blockade of GARP:TGF-β1 and PD-1 induces protective, CT26-specific immunity. **a** On day 0, live CT26 cells were injected in the left flank of BALB/c mice (*n* = 12; 10^6^ cells/mouse). Anti-GARP:TGF-β1 WT combined with anti-PD-1 WT were injected i.p. on days 6, 10, and 14. Graph on the left shows evolution of tumor volumes until day 50 in individual mice, and the ratio (CR) indicates the proportion of mice that completely rejected their tumor. On day 61, the four mice that had rejected their tumor were re-injected in the right flank with live CT26 cells (10^6^ cells/mouse, red lines), and in the left flank with syngeneic RENCA (10^6^ cells/mouse, blue lines) or EMT6 cells (3 × 10^5^ cells/mouse, green lines). Each graph on the right shows evolution of tumor volumes in the left and right flanks in one of the four re-challenged mice. In all cases, mice were euthanized when the surface of any tumor was ≥200 mm^2^. **b** On day 61, control naive BALB/c mice (*n* = 5 per group) were injected in the left flank with live CT26, RENCA or EMT6 tumor cells (cell numbers as in **a**). Graphs show evolution of tumor volumes in individual mice.

### Anti-GARP:TGF-β1 does not modify numbers of TILs

We examined whether treatment with anti-GARP:TGF-β1, alone or combined with anti-PD-1, modified the quantity or quality of the immune cells infiltrating CT26 tumors. Mice were injected subcutaneously with CT26 cells, treated with mAbs as indicated in Fig. 2a, and euthanized 1 day after the third mAb injection to collect spleens and tumors for flow cytometry, RNA analyses, or multiplexed immunofluorescence microscopy (Fig. 5, Supplementary Figs. 4–7). Tumor volumes and weights were measured the day before or immediately after dissection on day 13, respectively. On that early time point, tumor weights were already significantly reduced in mice treated with anti-GARP:TGF-β1 combined with anti-PD-1 by comparison to mice receiving the isotype control antibody (Fig. 5a and Supplementary Fig. 7a).

**Fig. 5:**
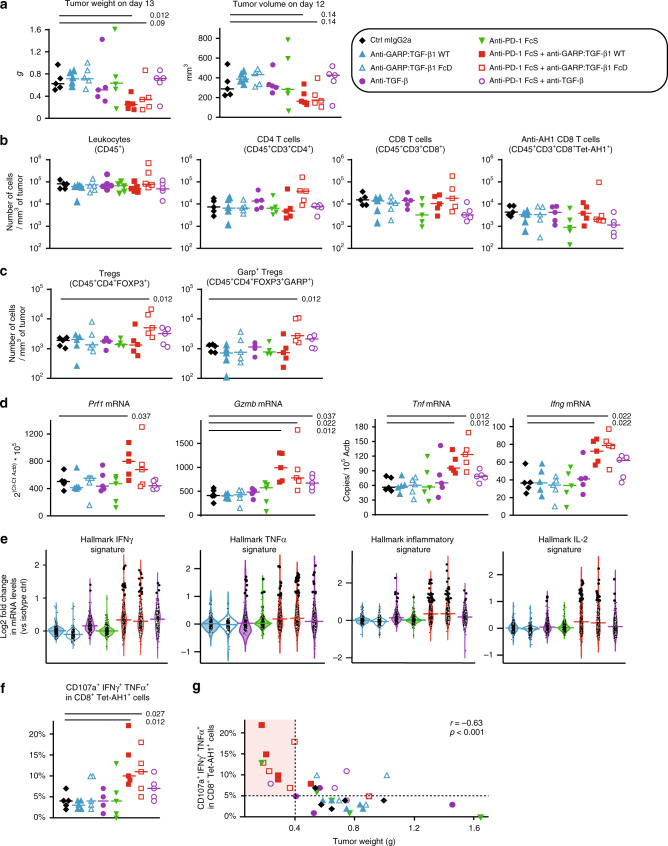
Combined blockade of GARP:TGF-β1 and PD-1 increases effector functions of anti-tumor CD8^+^ T cells. BALB/c mice (*n* = 5/group) were injected with CT26 cells on day 0 and treated with mAbs on days 6, 9, and 12, as illustrated in Fig. 2. Tumors were collected on day 13. **a** Weight of tumors collected after euthanasia on day 13 and volume of tumors measured the day before. Each data point represents the value measured in one mouse, and horizontal bars the median per group. **b**, **c** Numbers of various subsets of cells infiltrating 1 mm^3^ of tumor, as determined by flow cytometry. Data points and horizontal bars as in **a**. **d** Expression of genes as determined by RT-qPCR. Data points and horizontal bars as in **a**. Numbers in italics show *P* values < 0.05 for the comparisons with the control group (isotype ctrl mIgG2a), as calculated with a two-sided Wilcoxon test. **e** Violin plots representing fold change in expression of genes from hallmark signatures (MSigDB database) in each treatment group by comparison to the isotype control group, as determined by RNAseq. Within a group, each dot represents one gene of the indicated signature, with its position on the *Y* axis representing the ratio between mean expression in the treated versus control group. Genes with a fold change ≥2 are represented by larger dots. Horizontal bars are median fold change for all genes of the signature. Violin contours show the kernel density ditributions of fold changes. Numbers of genes in the indicated signatures: IFNγ = 179; TNFα = 184; inflammatory = 164; and IL-2 = 175. **f** Cells isolated from tumors were stimulated in vitro with the AH1 peptide, and analyzed by flow cytometry for surface markers and intracellular cytokines. Data points, horizontal bars, and *P* values as in **d**. **g** Correlation between proportions of anti-tumor CD8^+^ T cells displaying multiple effectors functions (shown in **f**) with tumor weight in the corresponding mouse at day 13. *г* = Pearson’s correlation coefficient with corresponding *P* value calculated with one-tailed *F*-test. Results shown here are representative of at least three independent experiments.

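Tumor RNA was sequenced from 5 mice per group. The paper links to the full hallmark lists, but its files do not hold them, and the full lists are not used here. The hallmark genes that Supplementary Fig. 8a names are examined with that figure. Ratios were computed for the experimental signatures of Supplementary Data 2, which hold human genes that a cytokine induced in cultured cells, matched to mouse genes by symbol. The count table held 229 of the 295 IFNγ genes, 315 of the 359 TNFα genes and 304 of the 362 IL-1β genes. After a filter on low counts, 206 IFNγ, 277 TNFα and 268 IL-1β signature genes were left, and some genes belong to more than 1 signature. For each gene, the mean over the 5 treated mice of the counts, divided by DESeq2's size factors, was set against the mean over the 5 isotype control mice. With anti-GARP:TGF-β1 WT + anti-PD-1, the median ratio was 1.19 for IFNγ genes (quartiles 0.978 and 1.51), 1.26 for TNFα genes (quartiles 1.03 and 1.64) and 1.18 for IL-1β genes (quartiles 0.994 and 1.60). The ratio was at least 2 for 19 IFNγ, 34 TNFα and 33 IL-1β genes in that group. With anti-GARP:TGF-β1 FcD + anti-PD-1, the median ratios were 1.17, 1.25 and 1.19 in the same order, and 25, 45 and 43 genes had a ratio of at least 2. With anti-TGF-β + anti-PD-1, the median ratios were 1.23, 1.18 and 1.16, and 8, 14 and 17 genes reached a ratio of 2. With anti-PD-1 alone they were 1.01, 1.02 and 1.02, and 4, 8 and 9 genes had a ratio of at least 2. Anti-TGF-β alone gave median ratios of 1.10, 1.12 and 1.10, with 5, 17 and 18 genes at a ratio of 2 or more. For anti-GARP:TGF-β1 WT alone the medians were 1.03, 1.02 and 1.02, and 0, 2 and 2 genes reached that ratio. Anti-GARP:TGF-β1 FcD alone gave medians of 0.951, 0.975 and 0.991, and 0, 1 and 0 genes reached it. No signature gene fell to a ratio of 0.5 or less in any of the 7 treated groups. Genes of a signature are not independent replicates, so no test of these ratios was made across genes.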

No difference in numbers and proportions of any leukocyte subset was observed in the spleens (Supplementary Fig. 4). Regardless of the treatment, all tumors contained ~9 × 10^4^ leukocytes (CD45^+^ cells) per mm^3^ (Fig. 5b). Tumor-infiltrating leukocytes (TILs) comprised 16 ± 2% (mean ± sem) and 17 ± 2% of CD4^+^ and CD8^+^ T cells, respectively, and these proportions were not significantly different between the various treatment groups (Supplementary Fig. 5a). Likewise, numbers of these cells per mm^3^ of tumor (i.e. densities) were not significantly different between the various treatment groups (Fig. 5b). This was also observed in two similar independent experiments (Supplementary Fig. 6a). We also examined CD8^+^ T cells specific for a tumor antigen, using an AH1/H-2L^d^ tetramer. AH1 is an immunodominant peptide presented by H-2L^d^ on CT26 tumor cells. It is encoded by gene *Gp70*, an endogenous mouse retrovirus gene that is silent in normal mouse tissues and reactivated in CT26 cells^26^. Anti-AH1 CD8^+^ T cells represented 31 ± 2% of the total CD8^+^ T cells infiltrating tumors on day 13 (Supplementary Fig. 5a). Again, proportions and numbers of anti-AH1 CD8^+^ T cells per mm^3^ of tumor were not significantly different between the various treatment groups (Fig. 5b and Supplementary Fig. 5a). Densities of total leukocytes or leukocyte subsets, including B, NK, or myeloid cells, were not modified in response to any treatment (Supplementary Fig. 6b).

We also estimated densities and distribution of CD4 and CD8 T cells in formalin-fixed paraffin-embedded (FFPE) tumor sections by immunofluorescence microscopy and quantitative digital imaging. Here again, we observed no significant difference between the various treatment groups (Supplementary Fig. 7a–c). A statistically non-significant trend toward increased densities of T cells, apparent in both the periphery and center of tumors, was observed in mice treated with anti-PD-1, whether it was combined or not with anti-GARP:TGF-β1 (Supplementary Fig. 7c).

Altogether, our results show that CT26 tumors are heavily infiltrated with leukocytes, including tumor-specific CD8^+^ T cells, which are nonetheless unable to control tumor growth in non-treated mice. Importantly, it also shows that the anti-tumor activity of the anti-GARP:TGF-β1 and anti-PD-1 combination does not result from an increased recruitment of anti-tumor T cells within these already inflamed tumors.

### Intra-tumoral Tregs are not depleted by anti-GARP:TGF-β1

Flow cytometry analyses of cells isolated from CT26 tumors on day 13 indicated that 45 ± 3% of the CD4^+^ TILs were Tregs (FOXP3^+^), and 54 ± 2% of the tumor-infiltrating Tregs expressed GARP, regardless of the treatment (Supplementary Fig. 5a). We did not detect GARP on non-Treg TIL subsets, suggesting that the main target of anti-GARP:TGF-β1 mAbs within CT26 tumors are Tregs. Nevertheless, numbers of total Tregs and GARP^+^ Tregs per mm^3^ of tumor were not decreased in mice that had received an anti-GARP:TGF-β1 mAb, alone or in combination with anti-PD-1 (Fig. 5c and Supplementary Fig. 6a). If anything, an increase in Treg and GARP^+^ Treg numbers was observed in mice treated with the anti-GARP:TGF-β1 FcD + anti-PD-1 combination in one experiment (Fig. 5c), but this was not confirmed in two others (Supplementary Fig. 6a). This indicates that anti-GARP:TGF-β1 antibodies, either in a WT or an FcD format, did not deplete intra-tumoral Tregs in this model.

### GARP:TGF-β1/PD-1 blockade augments anti-tumor T cell functions

Anti-tumor CD8^+^ T lymphocytes promote anti-tumor immunity via production of pro-inflammatory cytokines such as TNFα and IFNγ and direct perforin/granzyme-dependent killing of tumor cells. Signaling induced in CD8^+^ T cells by binding of TGF-β1 to its receptor or PD-L1/L2 to PD-1 were both shown to inhibit these effector functions^27–29^. By comparison to mice injected with an isotype control mAb, significantly increased levels of *Prf1, Gzmb, Tnf*, and *Ifng* mRNAs were observed in tumors from mice treated with a combination of anti-PD-1 and anti-GARP:TGF-β1 WT or FcD mAbs, but not with either mAb alone (Fig. 5d). This suggested increased production of cytokines and cytolytic molecules by intra-tumoral T cells in response to the combination mAb treatment. 

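The RNA came from CT26 tumors, which are grown from a mouse colon carcinoma cell line, in 40 mice, 5 in each of 8 groups. Each mouse had received 1000000 tumor cells, the mAbs were injected on days 6, 9 and 12, and tumors were collected on day 13. The authors made stranded, paired-end mRNA libraries, aligned the reads to the mouse genome GRCm38 with STAR, and deposited the number of reads that HTSeq counted on each gene, without normalization. The table holds 54087 genes, of which 31326 had at least 1 count. Between 11931730 and 20680548 reads per tumor were counted on genes, with a median of 14030511, and the totals did not differ between the 8 groups (permutation test over the 40 mice, 2-sided, 100000 resamples, p = 0.588). Replicate mice differed by more than counting error, since the chi-square per degree of freedom between 2 mice of a group was at least 6.32 and had a median of 22.6 over 80 pairs, where counting error alone gives about 1. Genes with low counts were removed with edgeR's filterByExpr, which left 14760 genes, and library sizes were normalized with edgeR's TMM method. Single genes were compared with edgeR's quasi-likelihood test, with all 40 mice in 1 model and Benjamini-Hochberg adjustment over the genes. The score of a mouse for a signature is the mean log2 CPM (counts scaled to the library size, with a prior count of 2) of the signature's genes. Scores of 2 groups were compared with a 2-sided exact permutation test over the 252 ways to divide 10 mice into groups of 5, for which the smallest p is 0.00794. Libraries numbered 41 to 60 held Y-chromosome transcripts and libraries 61 to 80 held Xist, and every group had 2 or 3 of its 5 libraries in each part. Differences between groups were therefore also computed within each part of 20 libraries.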

We performed RNAseq and Gene Set Enrichment Analyses (GSEA^30–32^) to examine gene expression signatures of response to pro-inflammatory cytokines within the tumor samples. 

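Tumors of isotype control mice had an IFNγ signature score of 5.44 ± 0.12 (SD, n = 5 mice), a TNFα score of 4.545 ± 0.13 and an IL-1β score of 4.785 ± 0.13. With anti-GARP:TGF-β1 WT + anti-PD-1, the IFNγ score was 5.72 ± 0.17 (SD, n = 5), higher by 0.28 (standard error 0.091, exact permutation p = 0.00794), and all 5 mice exceeded every control mouse. The TNFα score was 4.86 ± 0.23, higher by 0.31 (standard error 0.12, exact permutation p = 0.0238), and the IL-1β score was 5.07 ± 0.19, higher by 0.28 (standard error 0.10, exact permutation p = 0.0159), each with 4 of 5 mice above every control mouse. With anti-GARP:TGF-β1 FcD + anti-PD-1, the IFNγ score was 5.77 ± 0.12 (SD, n = 5), higher by 0.33 (standard error 0.074, exact permutation p = 0.00794), and again 5 of 5 mice exceeded the controls. In the same mice the TNFα score was 4.94 ± 0.24, higher by 0.40 (standard error 0.12), and the IL-1β score was 5.16 ± 0.21, higher by 0.38 (standard error 0.11), with 4 of 5 mice above every control mouse and an exact permutation p of 0.0238 for both. After Benjamini-Hochberg adjustment over the 30 score comparisons, the smallest adjusted p was 0.0794 for the IFNγ scores and 0.0893 for the TNFα and IL-1β scores of these combinations, so none passed 0.05. For the anti-GARP:TGF-β1 WT combination, the differences within libraries 41 to 60 were 0.082, 0.022 and 0.019 for IFNγ, TNFα and IL-1β, and those within libraries 61 to 80 were 0.41, 0.51 and 0.45. With labels permuted within the 2 parts, the exact permutation p was 0.0167, 0.050 and 0.0333, over 120 regroupings whose smallest p is 0.0167, so p for TNFα was no longer under 0.05 in this coarser test. For the anti-GARP:TGF-β1 FcD combination, the differences were 0.23, 0.24 and 0.22 within libraries 41 to 60 and 0.42, 0.53 and 0.50 within libraries 61 to 80, with an exact permutation p of 0.020, 0.040 and 0.040 within parts. In the anti-GARP:TGF-β1 WT, anti-GARP:TGF-β1 FcD, anti-TGF-β and anti-PD-1 monotherapy groups, differences from the controls ran from -0.083 to 0.15, with an exact permutation p between 0.286 and 0.960, none larger than the spread between mice. Compared with anti-PD-1 alone, scores were higher by 0.33, 0.32 and 0.29 with the FcD combination (exact permutation p = 0.0159, 0.0397 and 0.0397) and by 0.27, 0.24 and 0.20 with the WT combination (exact permutation p = 0.0635, 0.111 and 0.103). With labels permuted within parts, p was 0.0333, 0.050 and 0.050 for the FcD combination, so p for TNFα and IL-1β was no longer under 0.05 although the estimates were the same, and 0.11, 0.14 and 0.14 for the WT combination. The smallest adjusted p of these 6 comparisons was 0.0893. The effect of anti-GARP:TGF-β1 FcD was larger with anti-PD-1 than without it by 0.41 for IFNγ, 0.36 for TNFα and 0.32 for IL-1β (permutation test of the interaction over 20 mice, p = 0.0133, 0.0258 and 0.0336, each with an adjusted p of 0.101 over 9 tests). For anti-GARP:TGF-β1 WT the corresponding values were 0.23, 0.19 and 0.14 (permutation p = 0.129, 0.214 and 0.264). Leaving out 1 mouse moved these differences more than any alternative that kept all mice and the log2 CPM scale, with TNFα from 0.23 to 0.37 for the WT combination and from 0.33 to 0.48 for the FcD combination. No single gene passed an adjusted p of 0.05 against the isotype control in edgeR's test with either combination, and 3048 genes with the WT combination and 2445 with the FcD combination had an unadjusted p under 0.05. Against anti-PD-1 alone, 0 genes passed with either combination, with 2534 and 1583 genes at an unadjusted p under 0.05. With the monotherapies, 0 genes passed, and 143 genes (anti-GARP:TGF-β1 WT), 70 genes (anti-GARP:TGF-β1 FcD), 342 genes (anti-TGF-β) and 141 genes (anti-PD-1) had an unadjusted p under 0.05. Among alternatives that kept all mice, the largest count for these combinations was 17 genes with the FcD combination, reached with the library part as a covariate, a model chosen after seeing the data. Without mouse 52, a mouse on anti-PD-1, the WT combination differed from anti-PD-1 in 543 genes. Genes of the WT combination at an unadjusted p under 0.05 in edgeR's test also hinged on single mice. With 1 mouse left out, they ranged from 862 to 4167 against the isotype control and from 793 to 3817 against anti-PD-1. The lowest counts of these ranges came without mouse 77, a mouse on the WT combination.

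**Figure D1:**
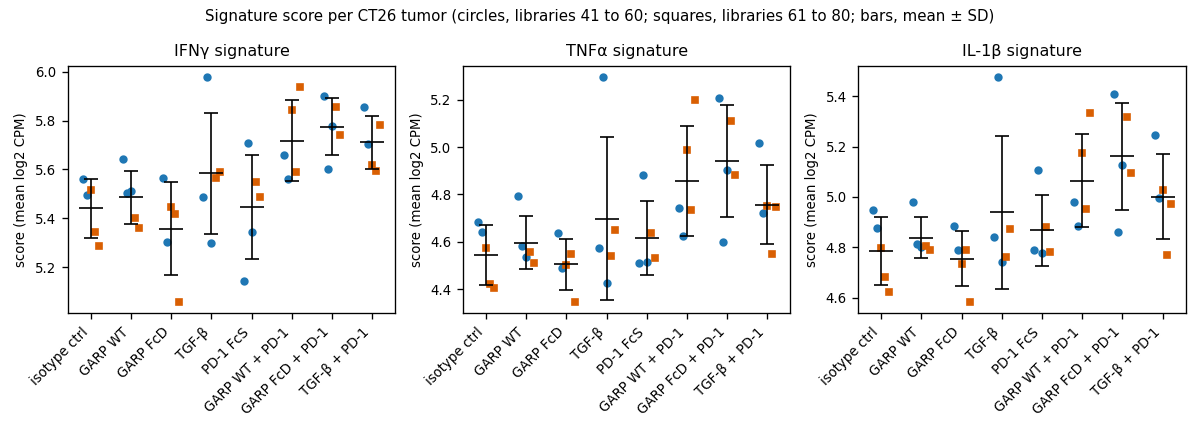
Signature scores (mean log2 CPM) of the 40 tumors in the 8 groups, 1 panel per signature. Circles are libraries 41 to 60, squares are libraries 61 to 80, and bars are the mean ± SD of 5 mice; with both anti-GARP:TGF-β1 combinations, all 5 mice lie above the isotype control mice in the IFNγ panel.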

By comparison to mice treated with the isotype control mAb, increased expression and significant enrichment of genes from the hallmark response signatures to IFNγ, TNFα, IL-2, and inflammation were observed in mice treated with the anti-GARP:TGF-β1 (WT or FcD) + anti-PD-1 combinations, but not with either monotherapy (Fig. 5e and Supplementary Fig. 8). This confirmed that combination therapy with anti-GARP:TGF-β1 and anti-PD-1 increased production of effector, pro-inflammatory cytokines within the tumors.

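The genes of 4 effector molecules, measured by RT-qPCR in Fig. 5d, were also read from the sequenced RNA. Prf1 (ENSMUSG00000037202) lies on chromosome 10 of GRCm38 from 61297833 to 61304680 and encodes perforin. Gzmb (ENSMUSG00000015437), on chromosome 14 from 56258838 to 56262260, encodes granzyme B. Tnf (ENSMUSG00000024401) is on chromosome 17 from 35199381 to 35202007, and Ifng (ENSMUSG00000055170) on chromosome 10 from 118441046 to 118445892. Per tumor, between 2 and 91 reads were counted on Ifng, 36 to 398 on Tnf, at most 2551 on Prf1 and 165 to 4664 on Gzmb, so counting error weighs most on Ifng. In isotype control mice, Ifng was at 1.195 ± 0.489 CPM (SD, n = 5), Tnf at 8.35 ± 2.09 CPM, Prf1 at 44.3 ± 10.4 CPM and Gzmb at 59.7 ± 18.9 CPM. With anti-GARP:TGF-β1 WT + anti-PD-1, Ifng was at 3.09 ± 1.52 CPM (SD, n = 5), a log2 fold change of 1.36 (standard error 0.47), and 5 of 5 mice exceeded every control mouse. Gzmb was at 156.5 ± 79.1 CPM, a log2 fold change of 1.39 (standard error 0.40), also with 5 of 5 mice above the controls. Tnf was at 15.9 ± 5.38 CPM, a log2 fold change of 0.93 (standard error 0.34) with 5 of 5 mice above, and Prf1 at 81.1 ± 46.9 CPM, a log2 fold change of 0.87 (standard error 0.39) with 3 of 5 mice above. Adjusted over all genes tested, edgeR's p was 0.159 for Ifng and Gzmb, 0.1615 for Tnf and 0.204 for Prf1. Adjusted over these 4 genes alone, edgeR's adjusted p was 0.0135 for Ifng, 0.00548 for Gzmb, 0.0137 for Tnf and 0.0311 for Prf1. With anti-GARP:TGF-β1 FcD + anti-PD-1, Ifng was at 3.36 ± 0.486 CPM (log2 fold change 1.48, standard error 0.475) and Tnf at 18.7 ± 3.45 CPM (log2 fold change 1.16, standard error 0.34), each with 5 of 5 mice above the controls. Gzmb was at 124.5 ± 54.0 CPM (log2 fold change 1.06, standard error 0.40, 4 of 5 mice above) and Prf1 at 63.3 ± 33.5 CPM (log2 fold change 0.51, standard error 0.39, 2 of 5 mice above). In this group edgeR's adjusted p over all genes was 0.225 for Ifng and Tnf, 0.241 for Gzmb and 0.484 for Prf1, and over the 4 genes it was 0.00713, 0.00690, 0.0154 and 0.194. None of the 4 genes passed 0.05 with a monotherapy, for which the smallest of edgeR's adjusted p over the 4 genes was 0.657. Of the alternatives for these 4 genes with the WT and FcD combinations, leaving out 1 mouse moved Prf1 with the WT combination most, to log2 fold changes from 0.48 to 1.06. From RT-qPCR of these genes, the paper proposes that T cells in the tumors made more cytokines and cytolytic molecules with the combinations. It then concludes that combining both mAbs raised the production of effector cytokines in the tumors. That conclusion rests also on the cytokine response signatures, which it found increased and enriched with the combinations and not with either monotherapy.

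**Figure D2:**
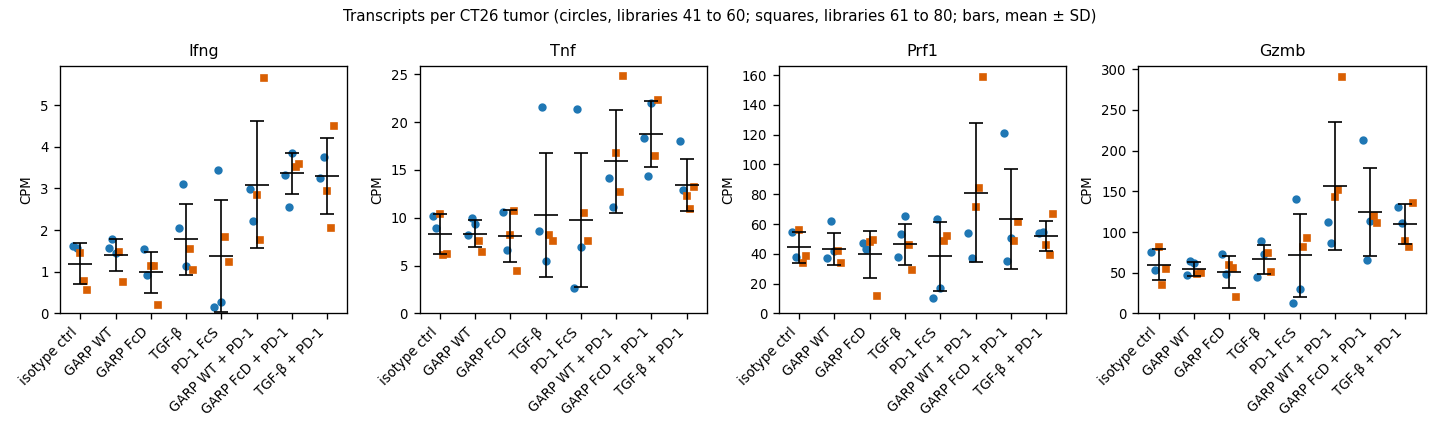
Ifng, Tnf, Prf1 and Gzmb transcripts (CPM) in the 40 tumors of the 8 groups. Circles are libraries 41 to 60, squares are libraries 61 to 80, and bars are the mean ± SD of 5 mice; Ifng was at 3.09 CPM with the WT combination, 3.36 CPM with the FcD combination and 1.195 CPM in the controls.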

We next verified which immune cells produced more cytokines and cytolytic molecules in mice treated with the mAb combination. Cells isolated from CT26 tumors were left resting or briefly re-stimulated with peptide AH1 or PMA/Ionomycin in vitro, then stained for intracellular IFNγ and TNFα, and surface CD107a as a read out for degranulation and cytolytic activity. No significant difference in the proportions of cells expressing a single effector molecule, or a combination of these, was observed among total TILs, CD8^+^, or CD4^+^ T cells between the various treatment groups (Supplementary Fig. 9). In contrast, we observed significant increases in the proportions of cells expressing IFNγ, TNFα, or CD107a, and even more strikingly all three effector molecules, among the subset of CD8^+^ T cells directed against the tumor-specific AH1 antigen (AH1/H-2L^d^ tetramer positive cells) in tumors from mice treated with a combination of anti-PD-1 and anti-GARP:TGF-β1 WT or FcD mAbs, but not with either mAb alone (Fig. 5f and Supplementary Fig. 9). This increase was observed whether or not cells had been re-stimulated in vitro with peptide AH1 or PMA/Ionomycin. Similar trends were observed when anti-PD-1 was combined with anti-TGF-β, although in that case, differences were in most cases not statistically significant (Fig. 5d–g and Supplementary Fig. 9).

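Of the assays in those figures, the RNAseq data of Fig. 5e are given here for anti-TGF-β + anti-PD-1. The IFNγ signature score was 5.71 ± 0.11 (SD, n = 5 mice), higher than in isotype control mice by 0.27 (standard error 0.0725, exact permutation p = 0.00794, adjusted p = 0.0794 over the 30 comparisons), with 5 of 5 mice above every control mouse. The TNFα score was 4.76 ± 0.17, higher by 0.21 (standard error 0.094, exact permutation p = 0.0556), and the IL-1β score was 5.00 ± 0.17, higher by 0.22 (standard error 0.097, exact permutation p = 0.0635), both with an adjusted p of 0.136 and 4 of 5 mice above every control mouse. Within libraries 41 to 60 the differences were 0.25, 0.21 and 0.21, and within libraries 61 to 80 they were 0.28, 0.22 and 0.22. With labels permuted within parts, a test chosen after seeing the data, the exact permutation p was 0.0167, 0.0333 and 0.0333. Compared with anti-PD-1 alone, the scores were higher by 0.26, 0.14 and 0.13 (exact permutation p = 0.0397, 0.222 and 0.214, smallest adjusted p 0.108), and within parts, over 100 regroupings, p was 0.060, 0.18 and 0.15. The interaction of anti-TGF-β with anti-PD-1 was 0.12 for IFNγ, -0.0098 for TNFα and -0.018 for IL-1β (permutation test over 20 mice, p = 0.474, 0.963 and 0.925). Ifng was at 3.31 ± 0.915 CPM (SD, n = 5), a log2 fold change of 1.46 (standard error 0.475) with 5 of 5 mice above every control mouse, and edgeR's adjusted p was 0.141 over all genes and 0.016 over the 4 genes of Fig. 5d. Over the same 4 genes, edgeR's adjusted p was 0.0671 for Gzmb (109.7 ± 24.3 CPM), 0.0701 for Tnf (13.45 ± 2.72 CPM) and 0.551 for Prf1 (52.1 ± 10.2 CPM). Against the isotype control, 0 genes passed an adjusted p of 0.05 in edgeR's test, and 2972 had an unadjusted p under 0.05. DESeq2's Wald test in its place called 139 genes, 64 higher and 75 lower. Against anti-PD-1 alone, edgeR's test called 1 gene, and 2521 had an unadjusted p under 0.05. That gene was Isg15 (ENSMUSG00000035692), an interferon-induced gene on chromosome 4 of GRCm38 from 156199424 to 156200818. Isg15 was at 117.3 ± 13.2 CPM (SD, n = 5) against 61.3 ± 14.1 CPM, a log2 fold change of 0.94 (standard error 0.164, adjusted p = 0.0251 in edgeR's test), with 5 of 5 mice above all 5 mice on anti-PD-1. With only these 2 groups in the model, Isg15 kept a log2 fold change of 0.94 and had an adjusted p of 0.325 in edgeR's test, the highest over 5 alternatives in edgeR's and DESeq2's tests, of which the lowest was 0.000178. Leaving out mouse 53, a mouse on this combination, gave 2013 genes against the isotype control and 1748 against anti-PD-1. With mouse 47, 54, 57, 62, 66, 67, 68 or 76 left out in turn, edgeR's test called 0 genes against anti-PD-1. Isg15 therefore did not pass in those fits.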

Interestingly, tumor weights inversely correlated with proportions of anti-AH1 CD8^+^ T cells with multiple effector functions (Fig. 5g). However, and as expected from above, tumor weights did not inversely correlate with densities of total leukocytes or any leukocyte subset (Supplementary Fig. 5b). Eight of the 10 mice with the smallest tumors (<0.4 g) had ≥5% of anti-AH1 CD8^+^ T cells with multiple effector functions and received the combination of anti-PD-1 and anti-GARP:TGF-β1 WT or FcD mAbs (Fig. 5g).

Altogether, these data indicate that treatment with a combination of anti-GARP:TGF-β1 and anti-PD-1 increases the effector functions of tumor-specific CD8^+^ TILs without increasing their number or penetration within the tumors.

### Anti-tumor activity requires CD8+ cells and IFNγ signals

We next sought to determine whether increased effector functions of anti-tumor CD8^+^ TILs contributed to the anti-tumor activity of the anti-GARP:TGF-β1 and anti-PD-1 combination. First, we administered a monoclonal antibody that depletes CD8^+^ cells (Supplementary Fig. 10) into tumor-bearing mice, 2 days before starting the treatment with anti-GARP:TGF-β1 WT and anti-PD-1 WT mAbs. Depletion of CD8^+^ T cells abrogated the anti-tumor efficacy of the combination treatment (Fig. 6a). Second, we administered a neutralizing anti-IFNγ mAb into tumor-bearing mice on the same days as treatments with anti-GARP:TGF-β1 and anti-PD-1. Neutralization of IFNγ also abrogated the anti-tumor efficacy of the combination treatment (Fig. 6b). Together, these results suggest that increased IFNγ production by CD8^+^ T cells contributes to the anti-tumor activity of anti-GARP:TGF-β1 combined with anti-PD-1.

**Fig. 6:**
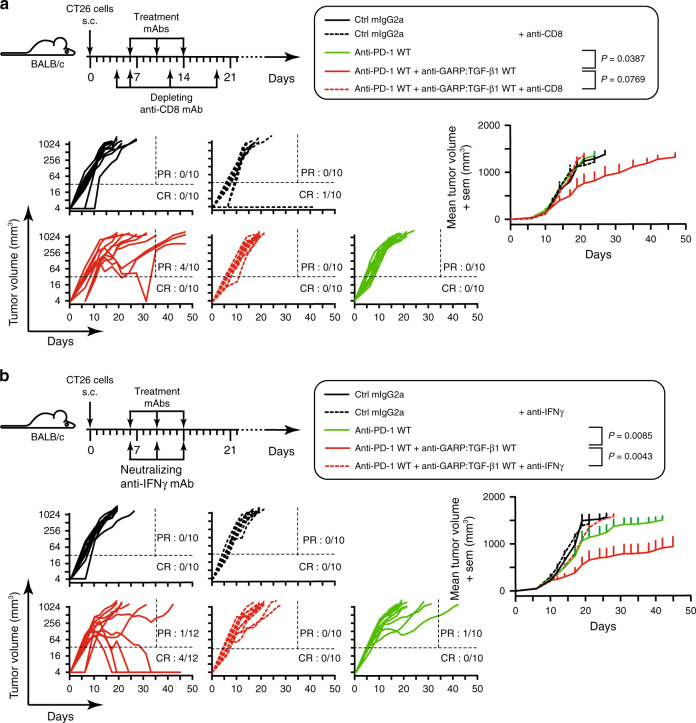
Anti-tumor efficacy of combined blockade of GARP:TGF-β1 and PD-1 requires CD8^+^ cells and IFNγ. **a** Experimental design as in Fig. 2, except that mice (*n* = 10–12/group) also received injections of a depleting anti-CD8 antibody at the indicated time points. Graphs on the left show evolution of tumor volumes in individual mice. Ratios indicate the proportions of CR, (mice alive at the end of the experiment with no detectable tumor) and PR (mice alive on day 35 that carry a tumor >32 mm^3^ at the time of euthanasia). Dotted horizontal and vertical lines indicate the two arbitrary limits (tumor volume of 32 mm^3^ and day 35) used to identify PR and CR. Graph on the right shows evolution of mean tumor volumes + sem in the five treatment groups. *P* values for relevant comparisons are indicated in the graphical legend and were calculated with a mixed effects model (Liu et al.^46^; Sugar et al.^45^), with a post-hoc Tukey’s test for multiple comparisons. **b** As in **a**, except that mice received a neutralizing anti-IFNγ.

### Anti-GARP:TGF-β1 acts by blocking TGF-β1 activation on Tregs

In CT26, GARP expression is detected on a majority of Tregs (Fig. 5) but not on other TIL subsets. This suggests that when combined with anti-PD-1, anti-GARP:TGF-β1 exerts anti-tumor activity by blocking TGF-β1 activation by Tregs but not by other GARP-expressing cell types. However, TGF-β1 activation by GARP^+^ platelets was also suggested to suppress anti-tumor immunity^33^. We thus derived two C57BL/6 mouse strains carrying a Treg- or a platelet- specific deletion of the *Garp* gene, respectively (Supplementary Fig. 11). We injected MC38 cells in Treg- and platelet-specific *Garp* KO mice and their WT littermates, and treated tumor-bearing mice with anti-PD-1 combined or not with anti-GARP:TGF-β1 (Fig. 7a). As shown in Fig. 7b, the proportions of complete responses to anti-GARP:TGF-β1 + anti-PD-1 were superior to anti-PD-1 alone in platelet-specific *Garp* KO mice, as well as in their WT littermates (42% vs 23%, and 46% vs 13%, respectively). These results were in line with our previous experiments but did not reach statistical significance. In Treg-specific *Garp* KO mice, this difference was not observed (Fig. 7c), and if anything, the combination was modestly inferior to anti-PD-1 alone (not statistically significant). These results indicate that targeting GARP on Tregs, but not platelets, with a blocking anti-GARP:TGF-β1 mAb is necessary to overcome resistance to PD-1 blockade in tumor-bearing mice. Our observation that the anti-tumor activity of anti-PD-1 alone is only very modestly increased in Treg-specific *Garp* KO mice by comparison to WT littermates (CR: 28% vs 20%) suggests that GARP-deficient Tregs may acquire compensatory immunosuppressive mechanisms during differentiation that inhibit immune responses against experimentally transplanted tumors.

**Fig. 7:**
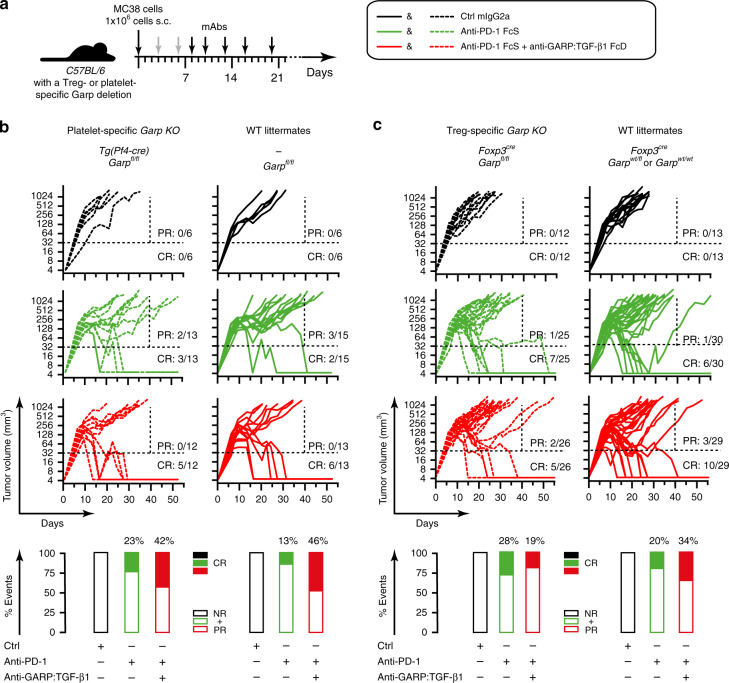
Targeting GARP on Tregs is sufficient to increase the anti-tumor activity of anti-PD-1 blockade. **a** Schematic representation of the experimental design. Genetically modified C57BL/6 mice were injected s.c. with live MC38 cells on day 0. Anti-GARP:TGF-β1 and isotype control mAbs (250 µg/mouse) were injected i.p. on day 3, 6, 8, 10, 13, 16, and 20 (gray and black arrows). Anti-PD-1 mAb (25 µg/mouse) was injected on day 8, 10, 13, 16, and 20 (black arrows). Mice were euthanized when the tumor surface was ≥200 mm^2^. **b** Evolution of individual tumor volumes in groups of mice carrying a platelet-specific deletion of *GARP* (left) and their littermate controls (right). **c** Same as **b**, for mice carrying a Treg-specific deletion of *GARP* (left) and their littermate controls (right). Results pooled from two independent experiments. **b**, **c** Each line represents one mouse. Ratios indicate the proportions of CR (live mice with no detectable tumor at the end of the experiment) and PR (mice alive on day 40 that carry a tumor >32 mm^3^ at the time of euthanasia). Dotted horizontal and vertical lines indicate the two arbitrary limits (tumor volume of 32 mm^3^ and day 40) used to identify PR and CR. Rectangles on the bottom represent proportions (%) of CR (filled rectangles), and partial + non-responders (PR + NR, empty rectangles).

### GARP+ Tregs are present in human melanoma metastases

The results above suggest that anti-GARP:TGF-β1 mAbs could exert anti-tumor effects and increase response rates to PD-1/PD-L1 blockade, particularly in patients with tumors containing GARP-expressing Tregs. We thus resorted to multiplex immunofluorescence (mIF) staining to assess the presence and abundance of GARP^+^FOXP3^+^ cells in a serie of 19 melanoma samples (Fig. 8a–c). Double positive cells correspond to activated Tregs in human tissues: even though FOXP3 can be expressed in non-Treg T cells, GARP expression is induced by TCR stimulation in Tregs, but not in other T cells^18^. We tested many anti-GARP mAbs but we could not detect specific GARP staining on sections from FFPE tissue samples. In contrast, we observed specific staining on sections of frozen cells or tissues, using three different anti-GARP mAbs (clones Plato-1, MHG-6 and LHG-10; Supplementary Fig. 12). In frozen tonsil tissue, GARP immunoreactivity was observed in a subset of FOXP3^+^ cells, but also mainly in the blood vessel wall including the endothelium, as indicated by dual CD34 staining. Tumors displayed a similar staining pattern, including GARP^+^ blood vessels and GARP^+^FOXP3^+^ Tregs. FOXP3^+^ cells (further referred to as Tregs, even though these cells may also include some activated, non-Treg T cells) and GARP^+^FOXP3^+^ Tregs were enumerated by quantitative digital imaging (Fig. 8b, c). Intra-tumoral Treg abundance varied greatly, ranging from almost zero per 10^5^ nuclei, to similar counts to tonsil tissue (±5000 per 10^5^ nuclei). Altogether, a third (6/19) of cutaneous melanoma metastases contained ≥1000 Tregs and ≥50 GARP-expressing Tregs per 10^5^ nuclei (Fig. 8c). RNAseq analysis was performed on frozen fragments derived from the same 19 metastasis samples (Fig. 8a). Proportions of Tregs and GARP^+^ Tregs as determined by mIF correlated strongly with *FOXP3* gene expression (Fig. 8d), thereby validating the observations from staining and counting. They also correlated strongly with T-cell genes such as *CD3G* (Fig. 8d), and IFNγ responsive genes, indicating that the more T cells and activated IFNγ-producing T cells, the more Tregs and GARP^+^ Tregs in the melanoma samples (Supplementary Data 1). We used GSEA to determine whether specific gene signatures were enriched in genes whose expression correlated most closely with proportions of GARP^+^ Tregs in the melanoma samples. The gene signatures were obtained either from the MSigDB public database (hallmark gene sets, http://software.broadinstitute.org/gsea/msigdb/) or from our own experimental data (experimental gene sets, Supplementary Data 2). Hallmark signatures of response to inflammation, IFNγ, TNFα, or IL-2 were significantly enriched at the left end of the gene list ordered by correlation with proportions of GARP^+^ Tregs (Enrichment Score >0.5 and False Discovery Rate <0.1%; Fig. 8e). Similar enrichments were observed for experimental gene sets of IL-1β-, TNFα-, or TGF-β1-response induced in human melanoma cell lines, primary endothelial cells, fibroblasts, melanocytes, or CD4^+^ T cell clones (Fig. 8f). Altogether, this indicates that GARP^+^ Tregs were mostly found in inflamed melanoma metastases infiltrated by activated T cells, and were associated with higher levels of TGF-β signaling, including TGF-β signaling within the T-cell compartment.

**Fig. 8:**
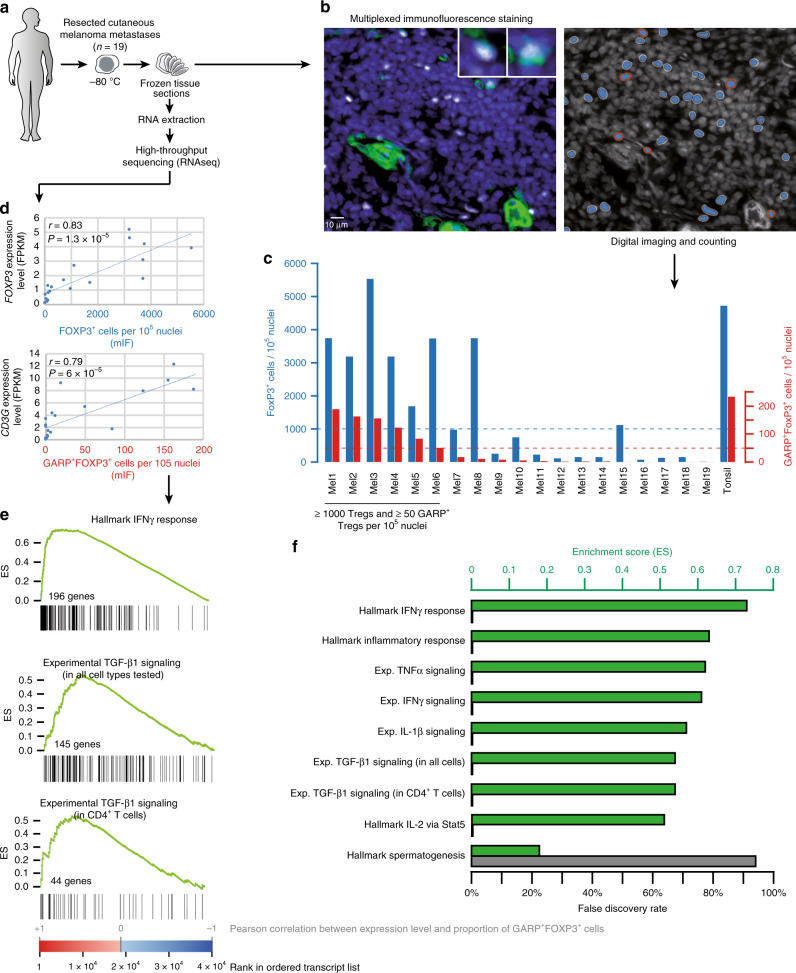
Association between inflammatory gene signatures and activated Tregs in a series of 19 human melanoma metastases. **a** Experimental setting. See text for details. **b** FOXP3 and GARP-expressing cells were stained by mIF on frozen tumor sections. Left panel: representative view from tumor sample Mel1. Nuclei appear in blue, FOXP3 in white and GARP in green. Upper right: detail of two FOXP3^+^GARP^+^ cells. Right panel: automated detection of FOXP3^+^GARP^−^ (blue) and FOXP3^+^GARP^+^ cells (blue ringed red). **c** Diagram representing the proportion of FOXP3^+^ and FOXP3^+^GARP^+^ cells in each tumor sample, calculated from the automated counts of nuclei, FOXP3^+^ and FOXP3^+^GARP^+^ cells. **d** Top: graph showing the Pearson correlation between the proportion of FOXP3^+^ cells and the level of expression of the *FOXP3* gene, obtained by RNAseq analysis of tissue sections from the same tumors. Bottom: idem with FOXP3^+^GARP^+^ cells and *CD3G*. Indicated *P*-values for Pearson correlation were calculated with a two-sided *t*-test **e** Gene set enrichment analysis (GSEA). The 38,602 transcripts measured by RNAseq were ordered by decreasing Pearson correlation between their expression level and the proportion of FOXP3^+^GARP^+^ cells in the 19 tumor samples. Black vertical bars indicate positions of genes from various gene sets in the ordered transcript list. Gene set enrichment in the ordered transcript lists are plotted as green curves, with the Enrichment Score (ES) corresponding to the maximum value. Upper panel: gene set of the hallmark IFNγ signature (MSigDB). Middle and bottom panels: gene sets induced by TGF-β1 as determined in expression microarray experiments in which human melanoma cell lines, primary endothelial cells, fibroblasts, melanocytes, or a CD4^+^ T cell clone were exposed to the recombinant cytokine (middle panel: genes induced by TGF-β1 in at least one of the five cells types; bottom panel: genes induced by TGF-β1 in CD4^+^ T cells; See also Supplementary Data 2). **f** ES (green rectangles) and false discovery rate (gray rectangles) measured by GSEA for the indicated gene sets. The false discovery rate was obtained by calculating ES for 1000 gene-set permutations.

## Discussion

Our observations in tumor-bearing mice and human cutaneous melanoma metastases suggest that anti-GARP:TGF-β1 mAbs could serve as an immunotherapeutic approach to inhibit TGF-β1-dependent immunosuppression by intra-tumoral Tregs in patients with cancer.

In mice bearing CT26 or MC38 tumors, blocking anti-GARP:TGF-β1 mAbs did not induce tumor regression when administered alone, in line with observations in mice carrying a Treg-specific deletion of the *Garp* gene, which did not show reduced growth of MC38 or GL261 tumors by comparison to WT (Fig. 7 and Vermeersch et al.^34^). But when combined with anti-PD-1 mAbs, anti-GARP:TGF-β1 mAbs significantly increased the frequency of tumor rejection relative to anti-PD-1 alone. This does not necessarily imply that anti-GARP:TGF-β1 mAbs will have no anti-tumor activity as monotherapy in patients with cancer, but it does suggest that they are able to overcome primary or acquired resistance to PD-1/PD-L1 blockade.

Our experiments in cell-specific *Garp* KO mice suggest that blocking the activity of TGF-β1 emanating from GARP-expressing Tregs is required for anti-GARP:TGF-β1 to exert anti-tumor activity. They suggest also that blocking the activity of TGF-β1 emanating from GARP-expressing platelets or endothelial cells is neither necessary nor sufficient, although this requires further investigation.

In WT mice, combination therapy required CD8^+^ cells and IFNγ signals for efficacy, and increased the expression of multiple effector molecules by anti-tumor CD8^+^ TILs. Notably, tumors from untreated mice were already heavily infiltrated by immune cells, and densities of TILs or TIL subsets (including anti-tumor CD8^+^ T cells) were not modified by anti-GARP:TGF-β1, anti-PD-1, or a combination of the two. This suggests that in MC38 or CT26 models at least, blocking the activity of TGF-β1 emanating from GARP-expressing Tregs triggers tumor regression by inducing or re-invigorating inflammatory and cytolytic activities of anti-tumor CD8^+^ T cells that are already present in the tumor.

This mode of action strikingly differs from those reported by Mariathasan et al.^35^ and Dodagatta-Marri et al.^36^ for neutralizing anti-TGF-β mAbs combined with PD-1/PD-L1 blockade. In the former report, therapeutic co-administration of anti-TGF-β and anti-PD-L1 mAbs was found to reduce TGF-β signaling in stromal cells such as fibroblasts and increase penetration of CD8^+^ T cells into EMT6 tumors, thus provoking anti-tumor immunity and tumor regression^35^. In the latter report, anti-TGF-β combined with anti-PD-1 was suggested to act by blocking TGF-β activity on CCK168 tumor cells and intra-tumoral Tregs. This was based on observations that anti-TGF-β reduced the tumor cell SMAD3 phosphorylation and Treg/Th ratios, which were increased by treatment with anti-PD-1 alone^36^. Variation in the proposed modes of action of anti-GARP:TGF-β1 and anti-TGF-β may result from different tumor models being used in our laboratories. It could result also from the different sources of TGF-β activity blocked by the various mAbs: anti-GARP:TGF-β1 only blocks TGF-β1 emanating from GARP-expressing cells such as Tregs, whereas anti-TGF-β neutralizes activity of all three TGF-β1, β2, and β3 isoforms, regardless of their cellular source. Our data suggest that blocking only the TGF-β1 produced on Treg surfaces with anti-GARP:TGF- β1 mAbs is sufficient to increase the anti-tumor activity of PD-1/PD-L1 targeting, while exerting less undesired effects on the tumor microenvironment than that induced by broad blockade of all TGF-β activity. In human melanoma samples infiltrated by T cells and GARP-expressing Tregs, we found evidence of TGF-β signaling within the T cell compartment, suggesting that blockade of Treg-derived TGF-β1 activity with anti-GARP:TGF-β1 mAbs may be sufficient to increase CD8^+^ T-cell-mediated anti-tumor immunity, while avoiding potential toxicity associated with a more global inhibition of TGF-β signaling.

FcγR-dependent functions of immunostimulatory mAbs affect their anti-tumor activity in different ways. Anti-CTLA-4 and anti-PD-L1 mAbs must bind activating FcγRs to exert potent anti-tumor activity by ADCC- or ADPC-mediated depletion of Tregs, or myeloid and tumor cells, respectively^10,25,37–39^. On the contrary, anti-PD-1 mAbs are more potent in formats that do not bind FcγRs, because this prevents cross-linking and agonistic activity or depletion of PD-1-expressing anti-tumor CD8^+^ T cells^25,40^. Here, we establish that anti-GARP:TGF-β1 mAbs do not require FcγR-dependent functions to exert anti-tumor activity in mice, supporting a mode of action by which they block TGF-β1 activation and downstream signaling without depleting GARP-expressing cells. This suggests that in cancer patients, blocking anti-GARP:TGF-β1 mAbs that are unable to bind FcγRs would be as efficient and probably safer than effector-competent formats, because they would not cause Treg depletion and potential subsequent auto-immune adverse events, nor kill any other GARP-expressing cells in cutaneous melanoma metastases and non-cancerous tissues.

Taken together, our results support the clinical evaluation of blocking anti-GARP:TGF-β1 mAbs, administered alone or in combination with other therapeutic strategies, to treat patients with cancer resistant to currently available immunotherapies. A phase I trial was recently initiated to test such antibodies in the clinics (ClinicalTrials.gov: NCT03821935).

## Methods

### Mice

BALB/c, *Garp*^*YSG/YSG*^ C57BL/6, Treg-specific-, and platelet-specific-*Garp KO* mice were bred at the SPF animal facility of the UCLouvain. Cell type specific-*Garp* KO and WT littermates were obtained by crossing *Lrrc32*^*tm1.1Hfuj*^ with *B6.129(Cg)-Foxp3*^*tm4(YFP/icre)Ayr/J*^ or *Tg(Pf4-icre)Q3Rsko* mice. WT C57BL/6J mice used in Fig. S3 mice were bred at the conventional animal facility of the KULeuven. The facility is controlled to maintain temperature between 20 and 24 °C; HR between 40 and 65% and day–night cycles of 12h–12h. All animal studies were performed in accordance with national and institutional guidelines for animal care, under permit numbers 2015/UCL/MD/19 and 2019/UCL/MD/032 at the UCLouvain, and 263–2014 at the KULeuven.

### Cell lines

CT26 colon carcinoma, EMT6 breast carcinoma, RENCA renal carcinoma, MC38 colon adenocarcinoma and 293T cells were maintained in vitro as a monolayer culture in Iscove’s Modified Dulbecco Medium (CT26), RPMI (EMT6 and RENCA), or Dulbecco’s Modified Eagle Medium (293T and MC38), supplemented with 10% fetal calf serum (FCS) and 10 mM Hepes, 1 mM sodium pyruvate, and 0.1 mM non-essential amino acids, at 37 °C in an atmosphere of 8% or 5% CO_2_ in air. Murine tumor cells in exponential growth phase were harvested, washed in PBS, and resuspended in endotoxin-free Dulbecco’s PBS (Millipore) prior to s.c. inoculation into mice.

### Anti-GARP:TGF-β1 mAb 58A2

To determine whether clone 58A2 bound free GARP, GARP:TGF-β1 complexes or both, 293T cells were transiently transfected with plasmids encoding HA-tagged mouse GARP, mouse TGF-β1, or both, and analyzed by flow cytometry 24 h after transfection with anti-HA, anti-LAP, or mAb 58A2. Binding of 58A2 to murine Tregs was evaluated by performing flow cytometry on mouse splenocytes that had been stimulated in vitro or not during 24 h with anti-CD3/28 coated beads (ThermoFisher). Antibodies used for staining were: anti-CD4, anti-FOXP3, biotinylated anti-GARP:TGF-β1 58A2, and streptavidin coupled to BV421. The ability of 58A2 to block active TGF-β1 production by murine Tregs was evaluated using CD25^+^ cells isolated from mouse spleens with anti-CD25 microbeads and an AUTOMacs sorter (Miltenyi) as a source of murine Tregs. Sorted CD25^+^ cells were highly enriched in Tregs and contained ±70% of CD4^+^FOXP3^+^ cells as determined by intracellular FACS analyses. Sorted CD25^+^ cells were stimulated in vitro with anti-CD3/CD28 coated beads during 24 h in presence or absence of 20 µg/ml of clone 58A2 (mIgG2a WT or FcD), or control antibodies (mIgG2a isotype control Motavisumab, or anti-TGF-β), and were analyzed by Western blot with antibodies against β-ACTIN (Sigma) or phosphorylated SMAD2 (Cell Signaling Technology) as a read-out for active TGF-β1 production^21^. ECL signals were quantified using the Bio1D software. Full scans of Western blots are shown in Supplementary Fig. 14.

### Binding of mAbs to Fcγ receptors

Recombinant biotinylated extracellular domains of immunoglobulin Fcγ receptors (FcγRs) were purchased from SinoBiologicals. Interactions of mAbs with FcγRs were measured using the Biacore T200 (GE Healthcare). Briefly, the biotin CAPture kit was used to immobilize biotinylated FcγRs to the sensor chip. Prior to measurements, one conditioning cycle consisting of three serial regeneration steps (1 min, flow rate 10 µL/min) was performed. In each measurement cycle, Biotin CAPture reagent was applied to the reference and measurement channel (5 min, flow rate 2 µL/min). Biotinylated FcγRs at a concentration of 1 µg/mL were injected (2 min, flow rate 10 µL/min) in the active flow cell only. For each kinetics experiment, five dilutions of purified mAb were applied at concentrations in the range of 6.2–500 nM for binding to FcγRI, 12.8–8000 nM for FcγRII/III, and 0.8–8000 nM for FcγRIV. Interaction analysis was performed in the single-cycle kinetic mode (2 min at 30 µL/min) followed by 10 min of dissociation. Flow cells were regenerated (2 min, 20 µL/min) with a 6-M guanidine-HCl/0.25 M NaOH solution. Data were collected using dual detection at 10 Hz and analyzed using the Biacore T200 Evaluation Software.

### Animal experiments

On day 0, live CT26 cells (10^6^ cells/mouse) or MC38 cells (1.5 or 0.5 × 10^6^ cells/mouse in Supplementary Figs. 3 and 4, respectively) were injected s.c. into 6- to 12-week-old syngeneic mice. Large (D) and small (d) tumor diameters were measured with a caliper every 2 or 3 days starting on day 6. Mice were euthanized for ethical reasons when the tumor surface (D × d) reached 200 mm^2^ (Figs. 2, 3, 4, 6, 7 and Supplementary Fig. 4), or when the tumor volume reached 1300 mm^3^ or the surface was ulcerated (Supplementary Fig. 3). Tumor volumes were calculated as follows: *V* = *π* × *D* × *d*^2^/6. When tumors were not palpable or too small to be measured (i.e. prior to day 6, or after complete tumor rejection), volumes were arbitrarily set to 4 mm^3^. On days indicated in the figure legends, mice received intraperitoneal (i.p.) injections of the following mAbs, administered alone or combined as indicated in the figure legends: isotype control (motavizumab), anti-GARP:TGF-β1 (clone 58A2, mIgG2a WT or FcD), anti-PD-1 (WT or FcSilent), or anti-TGF-β. Once a tumor reaches the maximum tolerated size (pre-defined as an ethical humane endpoint in our protocol), the corresponding mouse was euthanized. The last tumor size measured prior to euthanasia (i.e. maximum size) is carried forward in the data series for later time points. Average tumor size per group is calculated for all tumors, including the largest tumors, at all time points. As soon as all mice in a given group have been euthanized, the average size is not computed anymore for that group, and the average growth curve is interrupted on the graphs.

For re-challenge experiments, BALB/c mice that had rejected CT26 tumors injected in their left flank on day 0 were re-injected s.c. with live tumor cells in both flanks on day 61. CT26 cells (10^6^ cells/mouse) were re-injected in the right flank, and RENCA cells (3 × 10^5^ cells/mouse) or EMT6 cells (10^6^ cells/mouse) were injected in the left flank.

In some experiments, mice received i.p. injections of a depleting anti-CD8 mAb (0.5 or 0.25 mg/mouse, as indicated in the legend of Fig. 6) on days 4, 6, 12, and 19 after tumor cell inoculation. In other experiments, mice received i.p. injections of a neutralizing anti-IFNγ mAb (clone FX4F3^41^, 0.25 or 0.1 mg/mouse) on days 6, 10, and 14.

### Monitoring of immune responses in tumor-bearing mice

On day 13 after inoculation of tumor cells performed as indicated above, tumors were harvested and mechanically dissociated in the presence of enzymes (Collagenase I 100 mg/ml, Life Tech; Collagenase II 100 mg/ml, Life Tech; Dispase 1 mg/ml, Life Tech; and DNAse I 0.4U/ml, Roche), using two cycles in the GentleMacs disruptor (Miltenyi) separated by 30 min of incubation at 37 °C. Tumor cell homogenates were clarified through 70 µm and 40 µm filters. Single-cell suspensions were counted on a Luna® cell counter with a live-dead cell marker, then pelleted, and resuspended either in PBS containing 2 mM EDTA and 1% FCS for immediate staining, or in X-Vivo 10 medium (Invitrogen) to shortly stimulate cells prior to staining.

Cells used for immediate staining were incubated with antibodies against surface markers (CD45, CD4, CD8a, NKp46, and GARP) in the presence of a viability dye (eBioscience) and anti-CD16/32 to block FcγRs, fixed and permeabilized using FOXP3/ Transcription Factor Staining Buffer set (eBioscience) during 20 h at 4 °C, then stained with anti-FOXP3 in the presence of anti-CD16/32.

Cells used for ex vivo stimulations were incubated at 37 °C during 4 h in the presence or absence (no stimulation controls) of AH1 peptide (SPSYVYHQF, 10 µM), or PMA and Ionomycin (both from Sigma and at 500 ng/ml). Brefeldin A (Sigma, 5 µg/ml), anti-CD107a coupled to BV421 and the H2-L^d^/AH1 tetramer coupled to PE (synthesized in-house) were added to the stimulation mix. After stimulation, cells were stained with antibodies against surface markers (CD16/CD32, CD45, CD4, and CD8a) in the presence of a viability dye (eBioscience) and anti-CD16/32 to block FcγRs, fixed and permeabilized with the Cytofix/Cytoperm kit (BD Biosciences), then stained with antibodies against intracellular cytokines (IFNγ and TNFα) in the presence of anti-CD16/32. Analyses were performed on a FACS LSR Fortessa flow cytometer (DIVA, BD Biosciences) and data were computed using the FlowJo software (Tree Star). Representative examples of gating strategies are illustrated in Supplementary Fig. 13.

### RT-qPCR and RNAseq of mouse tissue samples

Mouse spleen and tumor fragments were collected and stored at −80 °C until processing. After tissue disruption with the Tissue Lyser (Quiagen), total RNA was extracted using Nucleospin Mini Columns (Macherey Nagel).

For RT-qPCR, RNA was reverse transcribed with Maxima First Strand cDNA Synthesis Kit (Thermofisher). qPCR was performed in a StepOnePlus device (Thermofisher) in reaction volumes of 20 µl containing 0.025 U/µl of Takyon Master Mix (Eurogentec), 300 nM of each primer, and 100 nM of Takyon probe under either standard conditions (95 °C for 3′; 45 cycles of 95 °C for 10″ and 60 °C for 30″) or fast conditions (95 °C for 3′; 95 °C for 3″ and 60 °C for 30″) depending on amplicon size. Sequences of primers and probes are listed in Supplementary Table 1.

For RNAseq, RNA quality was verified with an Agilent Bioanalyser. Sequencing was outsourced to Macrogen and performed on an Illumina Hiseq2000 with the following requirement: 100 pb of read length, paired-end reads, and 30 M reads/sample. Sequences were aligned to the GRCm38 mouse genome using the STAR software, and read counts were determined with the HTSeqCount software. Raw read counts were normalized using the DESeq2 package^42^ and the R software.

### Human samples for RNAseq and multiplexed immunofluorescence

Tumors and healthy tissues were obtained as surgical discard samples, or as research-aimed surgery or biopsy, after informed consent and under approval of the Commission d’Ethique Biomédicale Hospitalo-Facultaire, Brussels, Belgium (reference CEHF 2014/457).

### RNA extraction and RNAseq of human tissue samples

Total RNA was extracted from sequential 10–30 µm cryosections cut from frozen tumor tissue, using the guanidinium isothiocyanate/cesium chloride procedure^43^. RNA quality was verified with an Agilent Bioanalyzer. A short-insert cDNA library was prepared with the TruSeq RNA-seq library kit (Illumina), and sequenced as 100 nucleotide-long paired-end reads using a HiSeq2000 sequencer (Illumina, ≥108 reads per sample). The read sequences were aligned to the GRCh38 human genome sequence using Hisat2, and gene expression levels, normalized according to the FPKM method, were obtained with StringTie^44^.

### Gene set enrichment analyses

Hallmark gene signatures of response to IFNγ, TNFα, IL-2, or inflammation were downloaded from the MSigData base^30,32^.

Experimental gene signatures were established in our laboratory using expression microarray data from various human primary or tumor cell lines exposed to cytokines in vitro. Melanoma cell lines LB2259-MEL.A and LB2667-MEL were established from the resected metastasis of two melanoma patients, and grown in IMDM medium (Invitrogen Life technologies) supplemented with 10% FCS and amino acid mix; 100 U/mL penicillin and 100 µg/mL streptomycin. Primary keratinocytes were derived from the detached epidermis layer of a healthy skin sample and were cultured in selective CnT-02 growth medium (Celltech). Dermal fibroblasts were obtained by mincing the dermal part of the skin sample and growing the cells in the same medium as the melanoma cell lines. Primary melanocytes and dermal endothelial cells (Promocell) were amplified in Medium 254 + HMGS2 (ThermoFischer Scientific) and Endothelial Cell Growth Medium (Promocell), respectively. The cultured cells were treated with either IFNγ (100 U/mL), IL-1β (10 ng/ml), TGF-β1 (5 ng/ml), TNFα (10 ng/ml), or no cytokine for 24 h. Total RNA was extracted and microarray assays were performed according to the Affymetrix Genechip Expression Analysis manual. Data acquisition and processing were conducted with Affymetrix Genechips Operating Software and Microsoft Excel. An additional normalization step was carried out by setting the mean expression level of each sample to 10 (arbitrary units). Expression data from a human CD4^+^ T cell clone treated or not with TGF-β1 were obtained from GEO Series accession number GSE14330. A gene was considered induced by a given cytokine and included in the corresponding experimental gene signature if its level after cytokine treatment was >4 and was at least five times the level in the untreated condition in one of the five cell lines (experimental TGF-β1 signature in all cells), or in the CD4^+^ T clone (experimental TGF-β1 signature in CD4^+^ T cells). Genes of the experimental signatures are listed in Supplementary Data 2.

### Multiplexed immunofluorescence on mouse tumor sections

Paraffin-embedded CT26 tumors were cut in 5-μm-thick sections then stained with anti-CD3 (CD3: Abcam #ab16669, clone SP7, diluted 1:500) and anti-CD8 (CD8: Cell signaling #98941, clone D4W2Z, diluted 1:400) primary antibodies. Ready-to-use Dako EnVision+ System-HRP Labelled Polymer Anti-Rabbit was used as detection reagent. Nuclei were stained with Hoescht reagent.

### Multiplexed immunofluorescence on human tumor sections

Two adjacent 7-µm-thick cryosections freshly cut from frozen tonsil or tumor tissue were mounted on a microscope slide and immediately fixed in formaldehyde 4% during 5 min, washed with demineralized water (dH2O), and Tris-buffered saline (TBS), incubated with Peroxidase Blocking Reagent (Dako) for 10 min, washed with TBS supplemented with Tween20 (TBS-T), blocked with TBS + human immunoglobulins 1%, milk powder 2%, bovine serum albumin (BSA) 5% and Tween20 0.1% for 30 min, incubated with 5 µg/ml of mouse monoclonal anti-GARP antibody (clone MHG-6, in-house), in Dako Antibody Diluent or no primary antibody (negative control) for 90 min, washed twice with TBS-T, incubated with secondary antibody (Dako EnVision + HRP Labelled Polymer Anti-mouse) for 60 min, washed twice with TBS-T, incubated with TSA Working Solution (PerkinElmer) + fluorescein dye 1:200 + H_2_O_2_ 0.003% for 10 min, washed thrice with TBS-T, heated in citrate buffer pH6 in a microwave oven (3 min at 900 W and 15 min at 90 W) and washed twice with dH_2_O. The sections were kept immersed in dH_2_O until the next day. The slides were washed with TBS and underwent the same steps as above starting from the blocking step, with mouse monoclonal anti-CD34 antibody (clone Qbend 10, Abcam) diluted 1:200 as primary antibody, and BDP FL dye 1:200 instead of fluorescein. This second staining was omitted for the staining of the tumor samples. The slides were washed with TBS and underwent the same steps as above starting from the blocking step, with rabbit monoclonal anti-FOXP3 antibody (clone D608R, Cell Signaling Technology) diluted 1:100 as primary antibody, and Cy5 dye 1:200 instead of fluorescein. Finally, the slides were incubated with nuclear fluorescent dye Hoechst33258 1:1000 in TBS-T+10% BSA for 5 min, washed once in TBS-T and once in dH_2_O, mounted with Fluorescent Mounting Medium (Dako) and covered.

### Slide scanning and image analysis

Digital 3 or 4-color images of the stained tissue sections were acquired with a Pannoramic P250 Flash III scanner (3DHistech) equipped with a Plan-Apochromat ×20/N.A. ×0.8 objective (Carl Zeiss) and a Point Grey Grasshopper 5MP camera, using DAPI1, FITC, SpRed, and Cy5 filter sets (Semrock). Images were analyzed with the Halo software and its Highplex FL, Area Quantification FL, and Cytonuclear FL modules (Indicalabs). The total number of cells was determined by dividing the total surface of nuclei by the mean nucleus size. The total number of FOXP3^+^ and FOXP3^+^GARP^+^ cells was obtained by automated counting of FOXP3^+^ nuclei, and FOXP3^+^ nuclei surrounded by GARP stain, respectively. Adequate selection of FOXP3^+^ cells was verified manually over a range (minimum 3) of fields of view. Because automated selection of FOXP3^+^GARP^+^ cells was found to comprise many false positives (mainly FOXP3^+^ cells in contact with GARP^−^stained blood vessels or fibrotic septa), we validated all or a random fraction of at least 100 cells by visual inspection. For each sample, the number of validated FOXP3^+^GARP^+^ cells was calculated as the total number of FOXP3^+^GARP^+^ cells obtained by automated counting times the proportion of validated cells. The proportion of FOXP3^+^ and FOXP3^+^GARP^+^ cells was obtained by dividing the respective validated counts by the total number of cells.

### Statistical analyses

With the exception of RNAseq data, all statistical analyses were performed using the JMP^®^Pro 14 software. Comparisons of measurements taken at a single time point were performed using a two-tailed, non-paired, non-parametric Wilcoxon test. Comparisons of measurements repeatedly taken on each mouse over time (i.e. longitudinal data) were made using a mixed effects model, with a repeated covariance structure of the type “compound symmetry with unequal variances”, applied on log-transformed tumor volumes. This approach is recommended for repeated measures over time on individual mice^45,46^. Post-hoc Tukey’s test was performed to adjust for multiple comparisons. Statistical analyses of survival data presented in Kaplan Meier plots were performed with a Wilcoxon test. Numbers of mice (*n*) in the various experimental groups are indicated in the corresponding figure legend.

For Gene Set Enrichment analysis of RNAseq data, false discovery rate (FDR) and enrichment score (ES) were computed with the GSEA 3.0 Java software. Pearson correlations shown in Table S1 were calculated with Microsoft Excel V16.

### Reporting summary

Further information on research design is available in the Nature Research Life Sciences Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNAseq data have been deposited in Gene Expression Omnibus repository with the primary accession code GSE153239 and GSE153388. Mouse (https://www.ensembl.org/Mus_musculus/Info/Index) and human (https://www.ensembl.org/Homo_sapiens/Info/Index) genome sequences for analyses of RNAseq data were retrieved from Ensembl. Hallmark genes signatures used in Figs. 5 and 8 were obtained from the Molecular Signatures Database and can be downloaded from: https://www.gsea-msigdb.org/gsea/msigdb/cards/HALLMARK_INTERFERON_GAMMA_RESPONSE.html; https://www.gsea-msigdb.org/gsea/msigdb/cards/HALLMARK_INFLAMMATORY_RESPONSE.html; https://www.gsea-msigdb.org/gsea/msigdb/cards/HALLMARK_IL2_STAT5_SIGNALING.html; https://www.gsea-msigdb.org/gsea/msigdb/cards/HALLMARK_TGF_BETA_SIGNALING.html; https://www.gsea-msigdb.org/gsea/msigdb/cards/HALLMARK_TNFA_SIGNALING_VIA_NFKB.html; https://www.gsea-msigdb.org/gsea/msigdb/cards/HALLMARK_SPERMATOGENESIS.html). Microarray data used to define experimental gene signatures are accessible with the accession codes GSE14330 and GSE154558. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request.

# Supplementary material for: Selective inhibition of TGF-β1 produced by GARP-expressing Tregs overcomes resistance to PD-1/PD-L1 blockade in cancer
**Source:** Nat Commun. 2020 Sep 11;11:4545. doi: 10.1038/s41467-020-17811-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Selective inhibition of TGF- $\beta$ 1 produced by GARP-expressing Tregs overcomes resistance to PD-1/PD-L1 blockade in cancer**

**Authors:** Grégoire de Streel, Charlotte Bertrand, Nicolas Chalon, Stéphanie Liénart, Orian Bricard, Sara Lecomte, Julien Devreux, Mélanie Gaignage, Gitte De Boeck, Lore Mariën, Inge Van De Walle, Bas van der Woning, Michael Saunders, Hans de Haard, Elien Vermeersch, Wim Maes, Hans Deckmyn, Pierre G. Coulie, Nicolas van Baren, Sophie Lucas

|                                  | anti-GARP:TGF- $\beta$ 1<br>Clone 58A2 |               | Isotype control<br>Motavisumab |               |
|----------------------------------|----------------------------------------|---------------|--------------------------------|---------------|
|                                  | mIgG2a<br>WT                           | mIgG2a<br>FcD | mIgG2a<br>WT                   | mIgG2a<br>FcD |
| <b>Fc<math>\gamma</math>RI</b>   | <b>525</b>                             | <i>nb</i>     | <b>533</b>                     | <i>nb</i>     |
| <b>Fc<math>\gamma</math>RII</b>  | <b>46</b>                              | <i>nb</i>     | <b>91</b>                      | <i>nb</i>     |
| <b>Fc<math>\gamma</math>RIII</b> | <i>nb</i>                              | <i>nb</i>     | <b>16</b>                      | <i>nb</i>     |
| <b>Fc<math>\gamma</math>RIV</b>  | <b>227</b>                             | <i>nb</i>     | <b>199</b>                     | <i>nb</i>     |

**Supplementary Figure 1 Binding of anti-GARP:TGF- $\beta$ 1 and isotype control mAbs to mouse Fc $\gamma$ Rs**

Biotinylated recombinant extracellular domains of the indicated mouse Fc $\gamma$ Rs were immobilized to a sensor chip and binding by anti-GARP:TGF- $\beta$ 1 clone 58A2 or a control antibody (Motavisumab), in WT or FcD mIgG2a formats, was measured using Surface Plasmon Resonance (Biacore). Due to very fast dissociation, kinetic constants could not be determined. Values indicate binding response units (RU). *nb*: no binding.

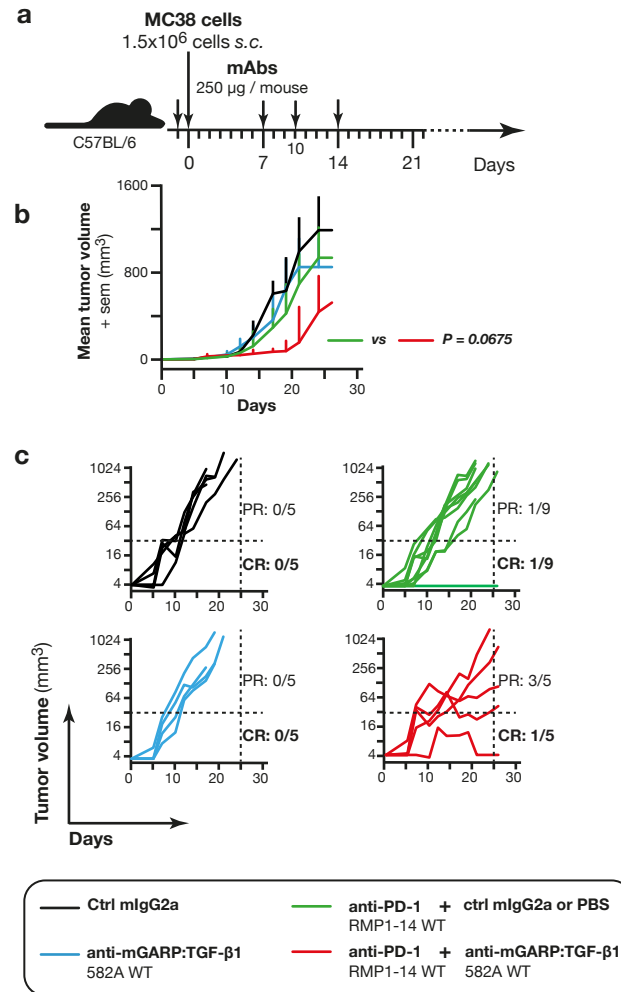

### Supplementary Figure 2 Combined blockade of GARP:TGF-β1 and PD-1 shows anti-tumor efficacy against MC38 tumors in WT C57BL/6 mice

**a** Experimental design. C57BL/6 mice were injected s.c. with live MC38 cells on day 0. Tumor diameters were measured two to three times a week. mAbs were injected *i.p.* on days -1, 7, 10 and 14. Mice treated with anti-PD-1 alone or anti-PD-1 combined with an isotype control (mlgG2a) were pooled together (n=9). Mice were sacrificed when the tumor surface was  $\geq 200$  mm<sup>2</sup>. **b, c** Evolution of mean (+ s.e.m) and individual tumor volumes in the treatment groups. Ratios indicate the proportions of Complete Responders (CR, *i.e.* live mice with no detectable tumor at the end of the experiment) and Partial Responders (PR, *i.e.* mice alive on day 25 that carry a tumor  $>32$  mm<sup>3</sup> at the time of euthanasia). Dotted horizontal and vertical lines indicate the two arbitrary limits (tumor volume of 32 mm<sup>3</sup> and day 25) used to identify PR and CR. *P* value for the indicated relevant comparison was calculated with a mixed effects model, as recommended for analyses of longitudinal data (Liu et al., 2010; Sugar et al., 2012), with a *post-hoc* Tukey's test for multiple comparisons.

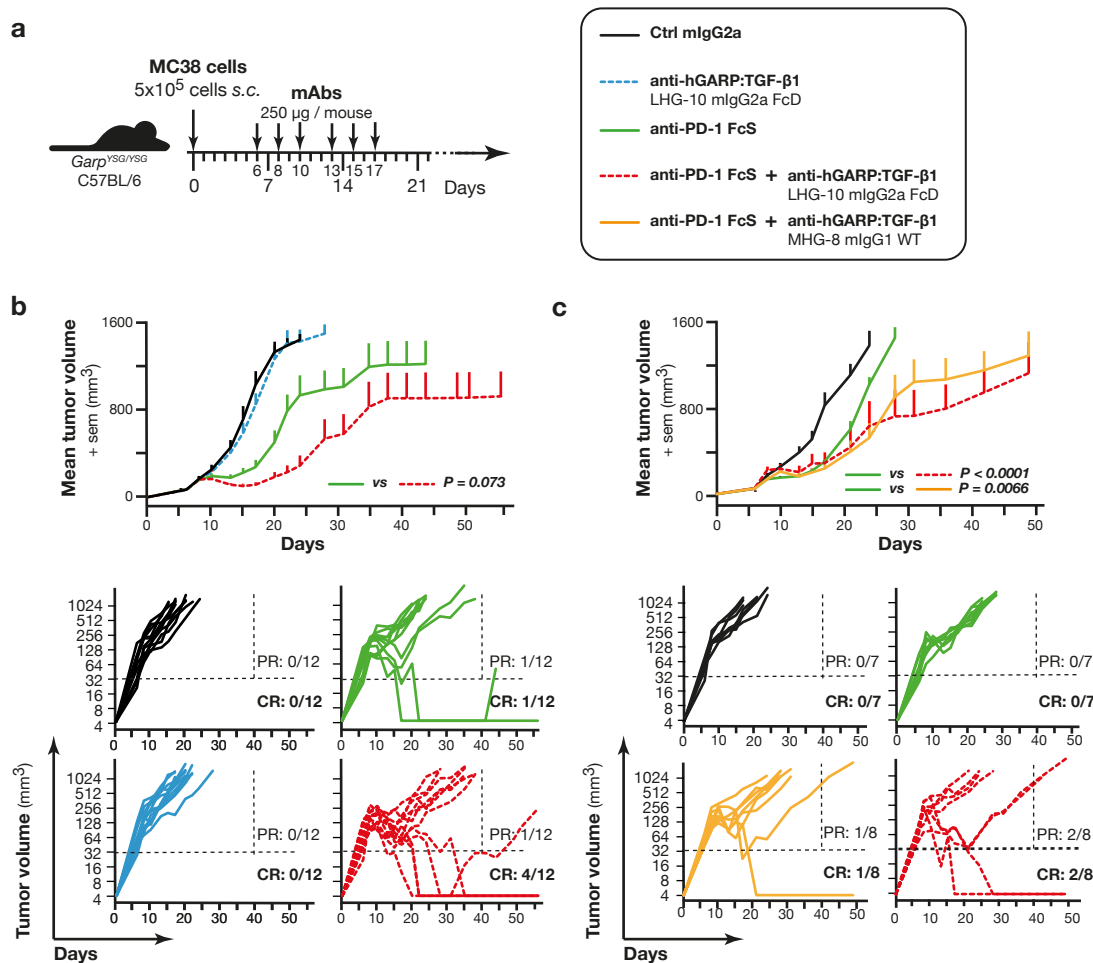

**Supplementary Figure 3 Combined blockade of GARP:TGF-β1 and PD1 shows anti-tumor efficacy against MC38 tumors in *Garp<sup>YSG/YSG</sup>* C57BL/6 mice**

**a** Schematic representation of the experimental design. *Garp<sup>YSG/YSG</sup>* C57BL/6 mice were injected s.c. with live MC38 cells on day 0. Tumor diameters were measured twice a week. On day 6, mice were randomized in the indicated experimental groups, and mAbs were injected *i.p.* every 2-3 days from day 6 to 17. Mice were sacrificed when the tumor surface was  $\geq 200$  mm<sup>2</sup>. **b, c** Evolution of mean and individual tumor volumes in various the treatment groups (b: n=11-12 mice per group; c: n=7-8 mice per group). Ratios indicate the proportions of CR (mice alive at the end of the experiment with no detectable tumor) and PR, (mice alive on day 40 that carry a tumor  $>32$  mm<sup>3</sup> at the time of euthanasia). Dotted horizontal and vertical lines indicate the two arbitrary limits (tumor volume of 32 mm<sup>3</sup> and day 40) used to identify PR and CR. *P* values for relevant comparisons are indicated and were calculated with a mixed effects model (Liu et al., 2010; Sugar et al., 2012), with a *post-hoc* Tukey's test for multiple comparisons.

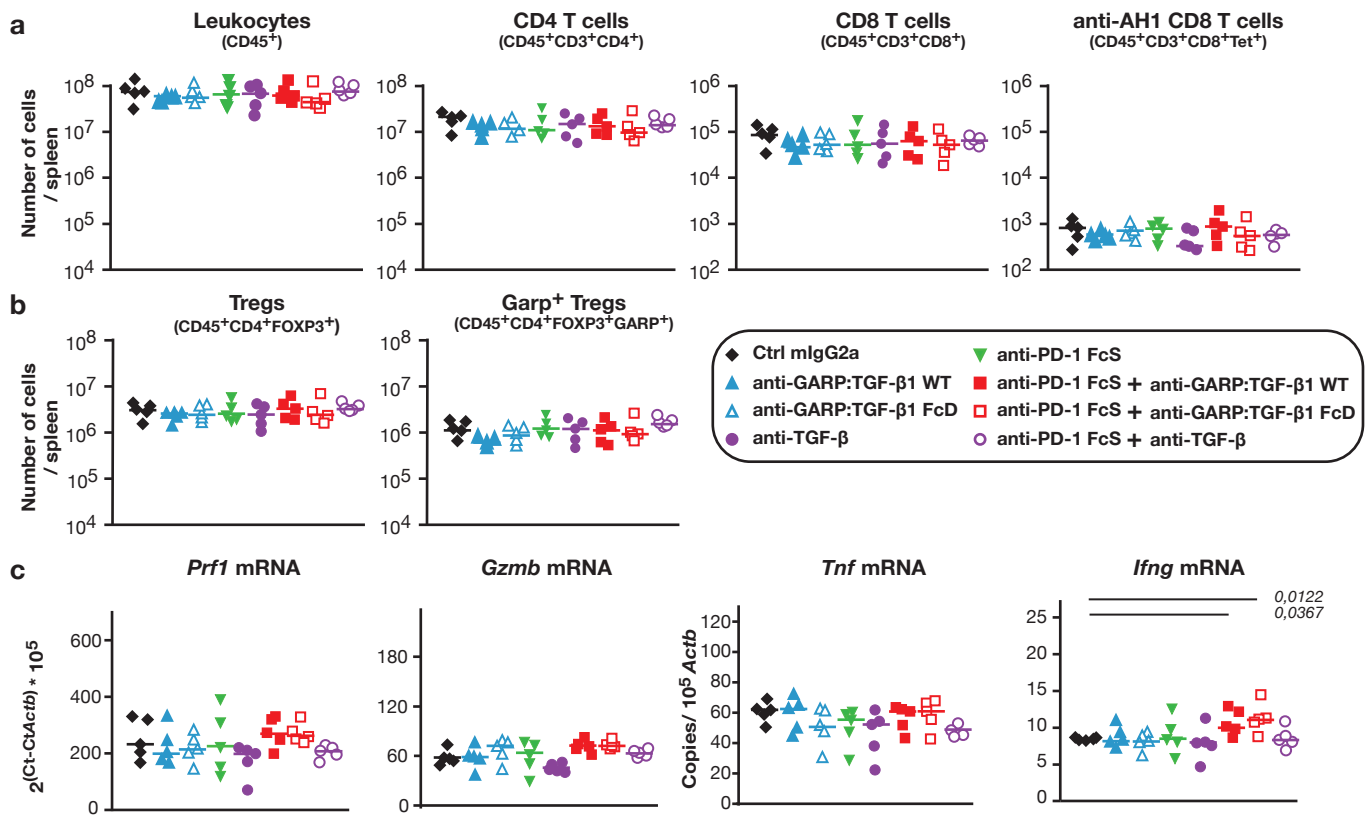

**Supplementary Figure 4 Analyses of spleens collected from mice shown in Fig. 5.**

**a, b** Numbers of various subsets of cells as determined by flow cytometry. Each data point represents the value measured in one mouse (n=5 mice/group). Horizontal bars represent medians per group. **c** Expression of genes encoding T cell-effector molecules, as determined by RT-qPCR. Data points and horizontal bars as in **a**. Numbers in italics indicate *P* values < 0.05 by comparison to the control group (isotype mlgG2a), calculated with a two-sided Wilcoxon test. Results shown here are representative of at least 3 independent experiments.

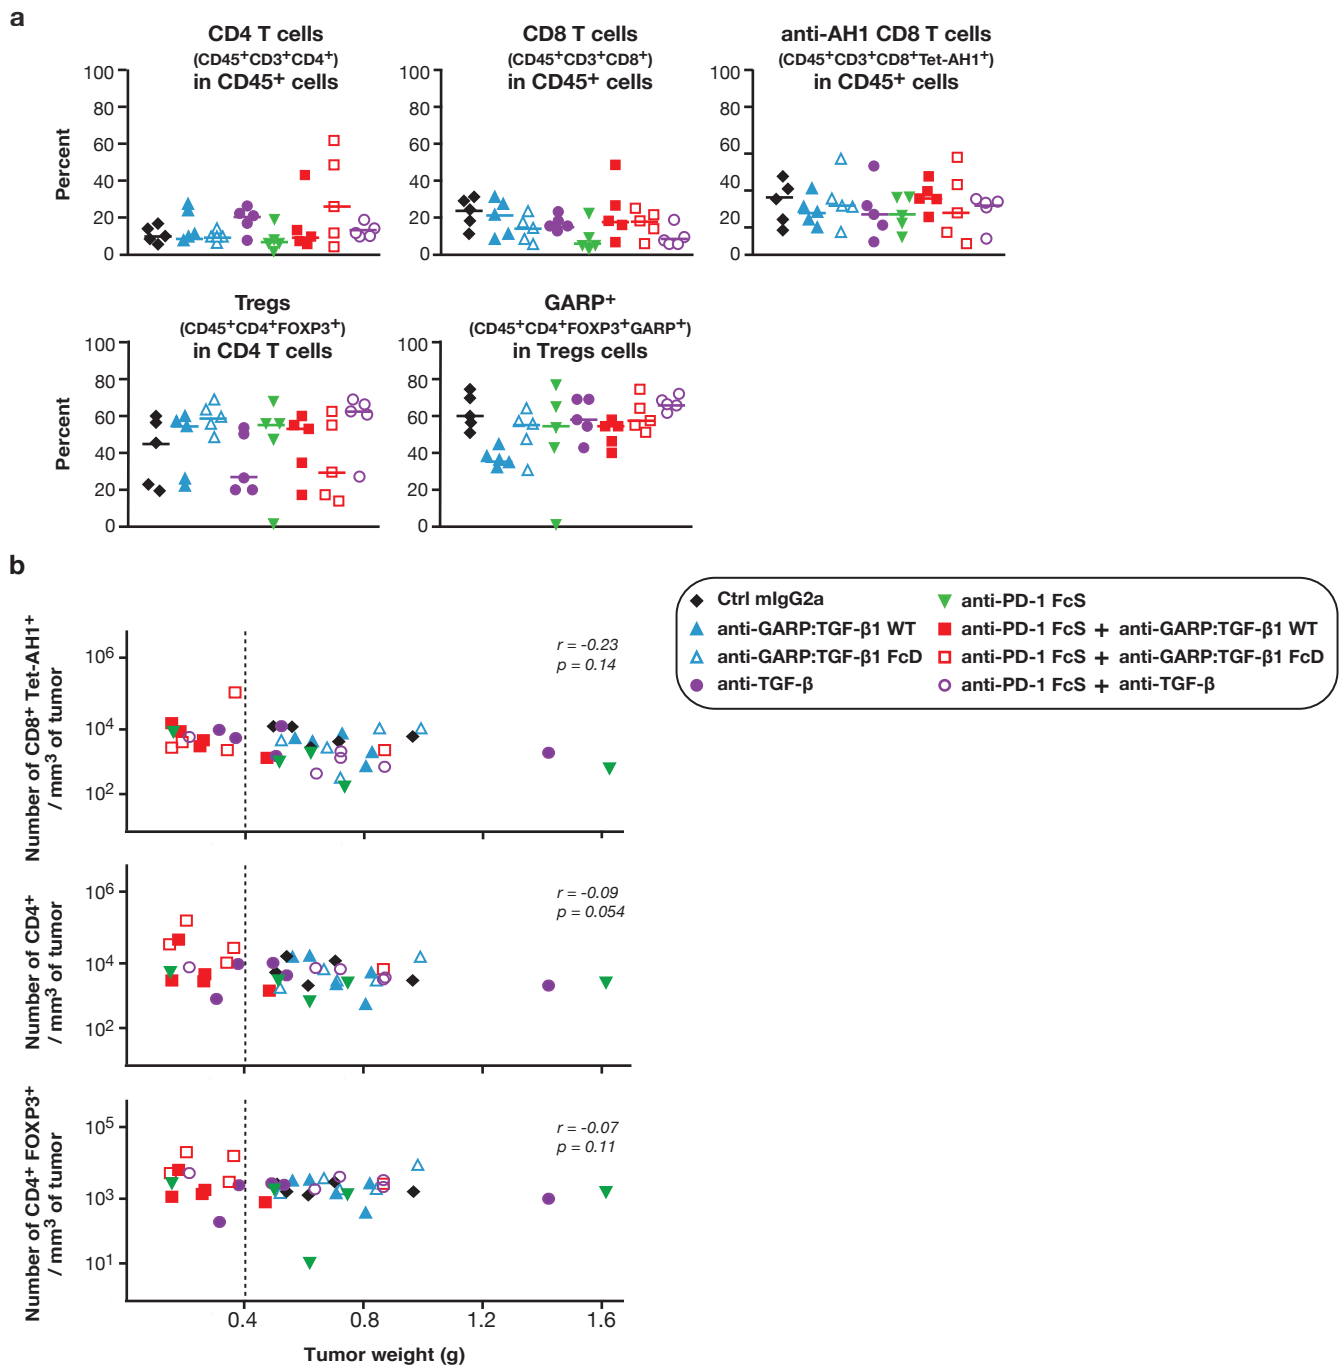

**Supplementary Figure 5 Combined blockade of GARP:TGF- $\beta$ 1 and PD-1 does not modify numbers of cells or proportions of leukocyte subsets infiltrating CT26 tumors**

**a** Proportion of various subsets of immune cell infiltrating the tumor. Each data point represents the value measured in one mouse, and horizontal bars the median per group (n=5 mice/group). **b** Correlation between numbers of various subsets of cells infiltrating one mm<sup>3</sup> of tumor with tumor weight in the corresponding mouse at day 13.  $r$  = Pearson's correlation coefficient, and corresponding  $p$  value as calculated with an F-test. Dotted vertical bars indicate an arbitrary limit set to define smallest tumors as in Fig. 5 (n=5 mice/group).

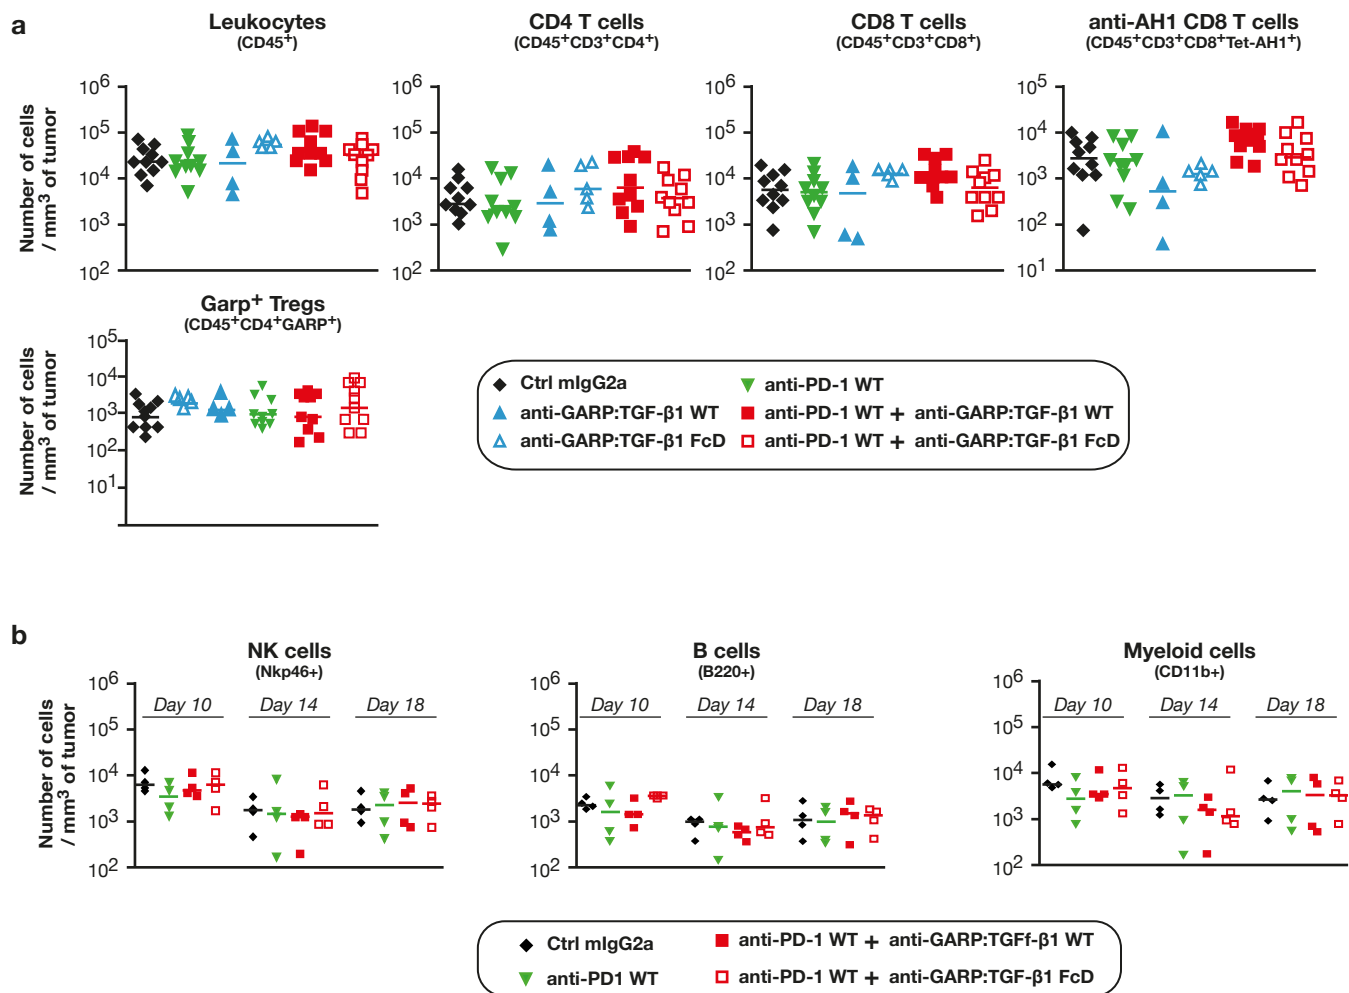

**Supplementary Figure 6 Combined blockade of GARP:TGF-β1 and PD-1 does not modify numbers of cells infiltrating CT26 tumors**  
Independent experiments similar to that shown in Fig. 5.

**a** Pooled of two independent experiments showing numbers of various subsets of cells infiltrating one mm<sup>3</sup> of tumor, as determined by flow cytometry. Each data point represents the value measured in one mouse, and horizontal bars the median per group. **b** BALB/c mice were injected s.c. with live CT26 tumor cells on day 0 and treated *i.p.* with the indicated mAbs on days 6, 10 and 14. Mice were sacrificed on days 10, 14 or 18 (n= 4 mice per group and per time point) to collect tumors for flow cytometry analyses. Graphs represent numbers of various subsets of cells infiltrating one mm<sup>3</sup> of tumor. Each data point represents the value measured in one mouse, and horizontal bars medians per group.

## a Tumor weight on day 13

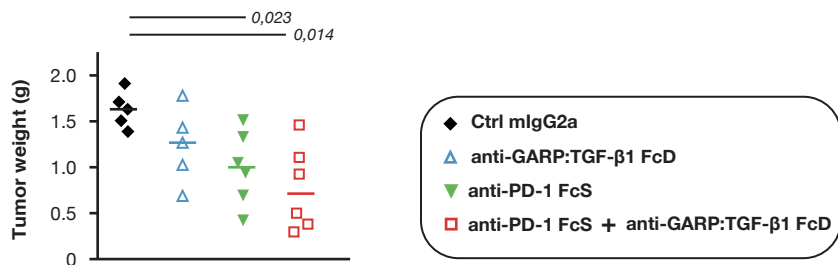

## b

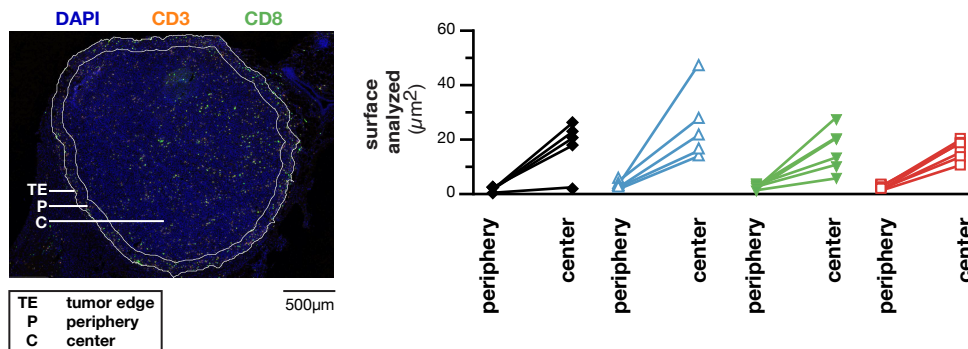

## c

### Global cell densities

### Distribution between periphery and center

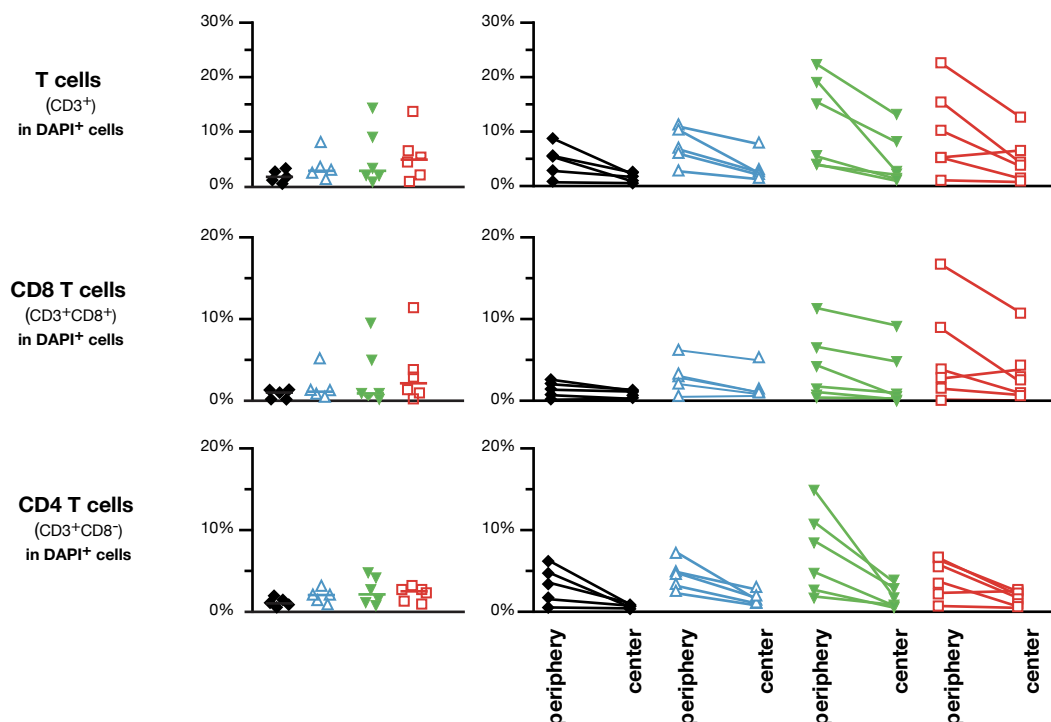

## Supplementary Figure 7 Combined blockade of GARP:TGF-β1 and PD-1 does not increase T cells infiltration and migration towards the tumor center by comparison to anti-PD-1 alone

BALB/c mice (n=5-6/group) were injected with CT26 cells on day 0 and treated with mAbs on days 6, 9 and 12, as illustrated in Fig 2. Tumors were collected on day 13. **a** Weight of tumors on the day of collection. Each data point represents the value in one mouse, and horizontal bars the median per group. Numbers in italics show *P* values <0.05 for the comparisons with the control group (isotype ctrl mlgG2a), as calculated with a two-sided Wilcoxon test. **b** Left: Representation of zones defined for analysis of T cell densities (one representative tumor section is shown). Periphery is comprised within tumor edge and a concentric line located at 100μm from tumor edge. Center is defined as the rest of the tumor. Right: Surface of peripheral and central zones analysed in one tumor section per mouse. Data points from one mouse are connected by a straight line. **c** Densities of total T, CD8 T and CD4 T cells in DAPI<sup>+</sup> cells in the entire section (left) or in periphery and center (right), as determined by immunofluorescence microscopy followed by digital image analysis and counting. Data points and horizontal bars as in a and b. No *P* value <0.05.

a

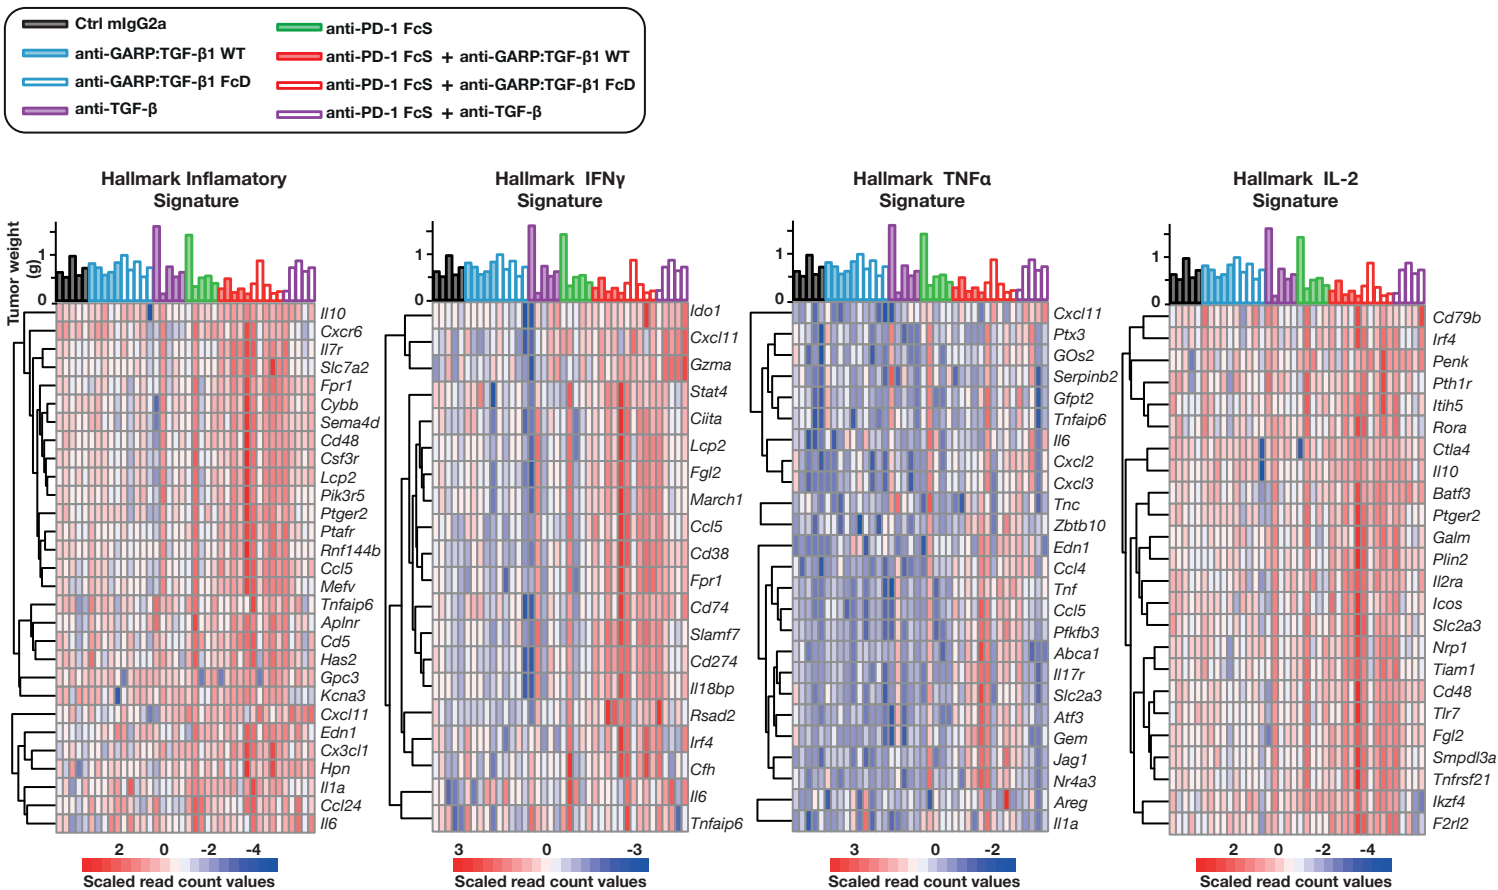

b

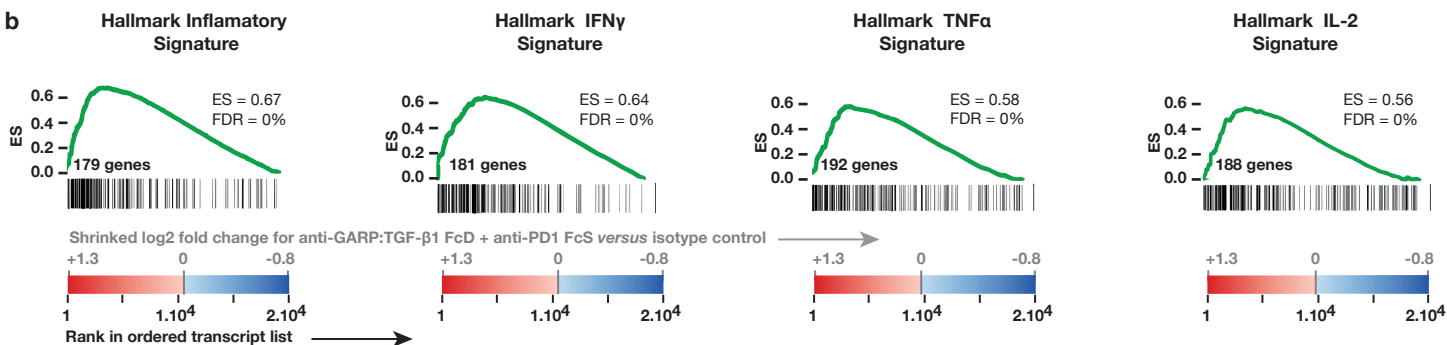

**Supplementary Figure 8 Signatures for responses to inflammatory and T cell derived cytokines are enriched in tumors from mice treated with anti-GARP:TGF- $\beta$ 1 combined with anti-PD-1 mAbs**

**a** Bar graphs show weight of tumors collected on day 13 in individual mice from experiment in Fig. 5. Heat maps show scaled transcript read counts in the corresponding mice as determined by RNAseq. 

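The 4 heat maps name 80 different genes, and 78 of them could be matched by name in the deposited count table, all but March1 and Il17r. The ratio between groups was taken from the means of counts divided by size factors, as for the signature genes of Supplementary Data 2. At least 1 of the 7 treated groups had a ratio of 2 or more to the isotype control group for 28 of the 29 inflammatory genes, 19 of the 19 IFNγ genes in the table, 24 of 24 TNFα genes and 24 of 24 IL-2 genes. Of the 78 genes, 57 had a ratio of at least 2 with anti-GARP:TGF-β1 WT + anti-PD-1 (median ratio 2.30) and 54 with anti-GARP:TGF-β1 FcD + anti-PD-1 (median ratio 2.26). With anti-TGF-β + anti-PD-1, 15 genes did (median ratio 1.47), as did 15 genes with anti-TGF-β (median ratio 1.39) and 4 with anti-PD-1 (median ratio 1.19). None of the 78 genes reached a ratio of 2 with anti-GARP:TGF-β1 WT (median ratio 1.02) or anti-GARP:TGF-β1 FcD (median ratio 0.909) alone. In edgeR's test against the isotype control, 53 of the 78 genes had an unadjusted p under 0.05 with the WT combination, 57 with the FcD combination, 13 with the anti-TGF-β combination, 9 with anti-TGF-β, 2 with anti-PD-1 and 0 with either anti-GARP:TGF-β1 mAb alone. Leaving out 1 mouse moved the counts most, to between 14 and 61 genes with the WT combination. Because the paper chose these genes by their ratio in the same mice, the counts are no independent test of the change.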

Transcripts indicated in each heat map correspond to genes represented by larger dots in the violin plots of Fig. 5e (i.e. genes from the indicated hallmark signatures that show a fold change  $\geq 2$  for the ratio between mean expression in the treated group versus the isotype control group). **b** GSEA plots for the comparisons between groups treated with the anti-GARP:TGF- $\beta$ 1 FcD + anti-PD-1 FcS combination and isotype control. Transcripts identified by RNAseq are ordered by shrunk log2 fold change between the two groups. Enrichment in the ordered lists are plotted as green curves. Enrichment score (ES) and false discovery rate (FDR) statistics are indicated for each signature. 

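The enrichment of the experimental IFNγ, TNFα and IL-1β signatures of Supplementary Data 2 was computed with the 14760 genes ordered by DESeq2's shrunken log2 fold change and 1000 gene permutations (fgsea), and the p-values were adjusted over 21 tests. For anti-GARP:TGF-β1 FcD + anti-PD-1 against the isotype control, the normalized enrichment score was 2.06 for IFNγ, 2.25 for TNFα and 2.15 for IL-1β (permutation of genes, adjusted p = 0.00226 for each). For anti-GARP:TGF-β1 WT + anti-PD-1, the normalized enrichment scores were 1.97, 2.08 and 1.87, at the same adjusted p. With anti-TGF-β + anti-PD-1 they were 3.13, 2.47 and 2.38 (adjusted p = 0.00248 for each, permutation of genes). Among the monotherapies, anti-TGF-β gave 2.11, 2.09 and 2.05 (permutation of genes, adjusted p = 0.00226 for each), and anti-PD-1 gave 1.19 for IFNγ (adjusted p = 0.139), 1.76 for TNFα and 1.80 for IL-1β (adjusted p = 0.00226 for both). Anti-GARP:TGF-β1 WT gave 1.18, 1.05 and 1.08 (permutation of genes, adjusted p = 0.143, 0.330 and 0.287). With anti-GARP:TGF-β1 FcD the signatures lay toward the lower end, at -2.17, -1.51 and -1.38 (permutation of genes, adjusted p = 0.00254, 0.00471 and 0.0154). Permuting genes leaves the mice in their groups and so does not measure the spread between mice. When the 10 mice of a comparison were regrouped at random in 100 ways, the real grouping included, 6, 7 and 6 regroupings gave an enrichment score as far from 0 as the FcD combination, and 9, 4 and 10 did for the WT combination. For anti-TGF-β + anti-PD-1 these numbers were 10, 26 and 25, and for the monotherapies they were between 10 and 66. These regroupings ranked genes by edgeR's log2 fold change, which as an alternative gave normalized enrichment scores of 1.39, 1.49 and 1.45 for the FcD combination. Leaving out 1 mouse, with genes in that order, brought TNFα with anti-TGF-β, at 1.434 with all mice, to scores from -1.08 to 1.52.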

FDR was obtained by calculating ES for 1000 gene-set permutations.

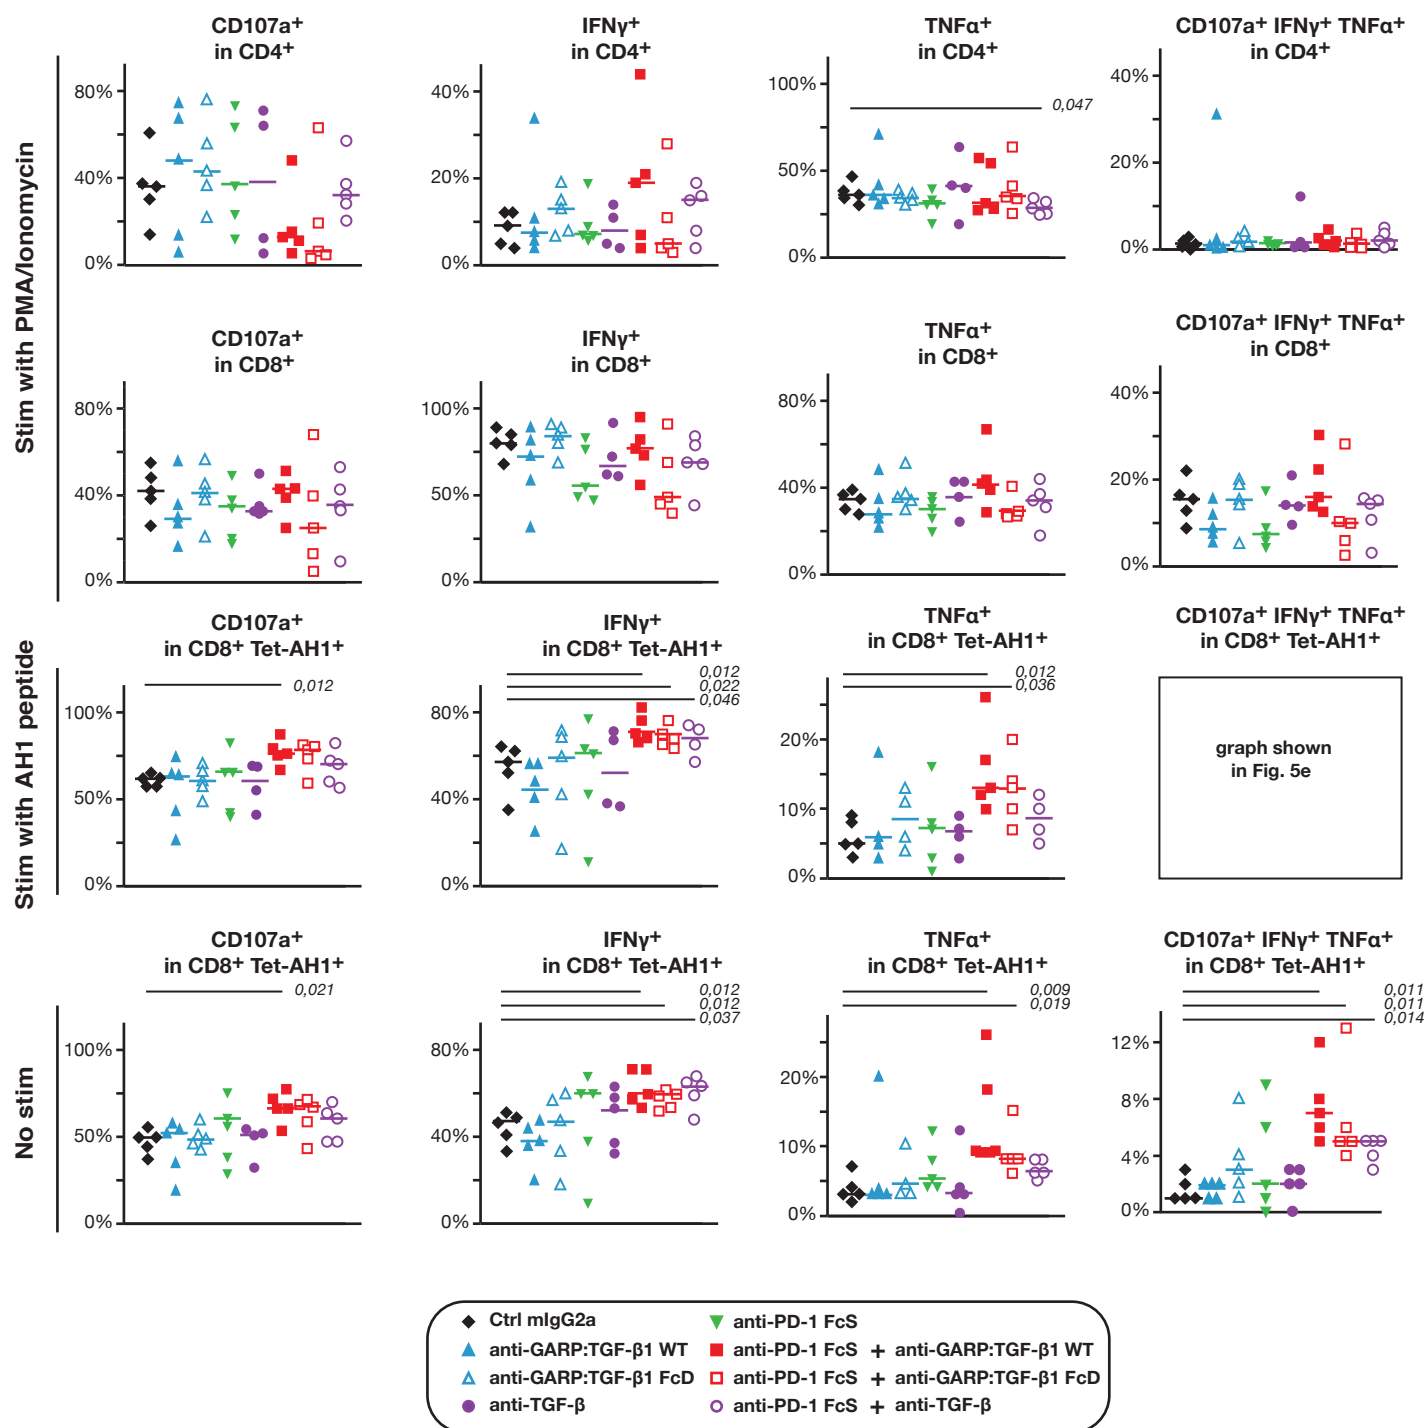

### Supplementary Figure 9 Combined blockade of GARP:TGF-β1 and PD-1 increases effector functions of anti-tumor CD8<sup>+</sup> T cells, but not that of other T cells infiltrating CT26 tumors

Cells collected from tumor samples shown in Fig. 5 were left resting or stimulated during 4 hours in vitro with PMA/Ionomycin or the AH1 peptide, then stained against various surface markers, including surface CD107a, and intracellular IFNγ and TNFα, prior to flow cytometry. Graphs show the proportions of cells expressing the indicated markers within CD4<sup>+</sup>, CD8<sup>+</sup> or CD8<sup>+</sup> Tet-AH1<sup>+</sup> gates. Each data point represents the value in one mouse. Horizontal bars represent medians per group. Numbers in italics show *P* values <0.05 for the comparisons with the control group (isotype ctrl mlgG2a), as calculated with a two-sided Wilcoxon test. Results shown here are representative of at least 3 independent experiments (n=4-5 mice/group).

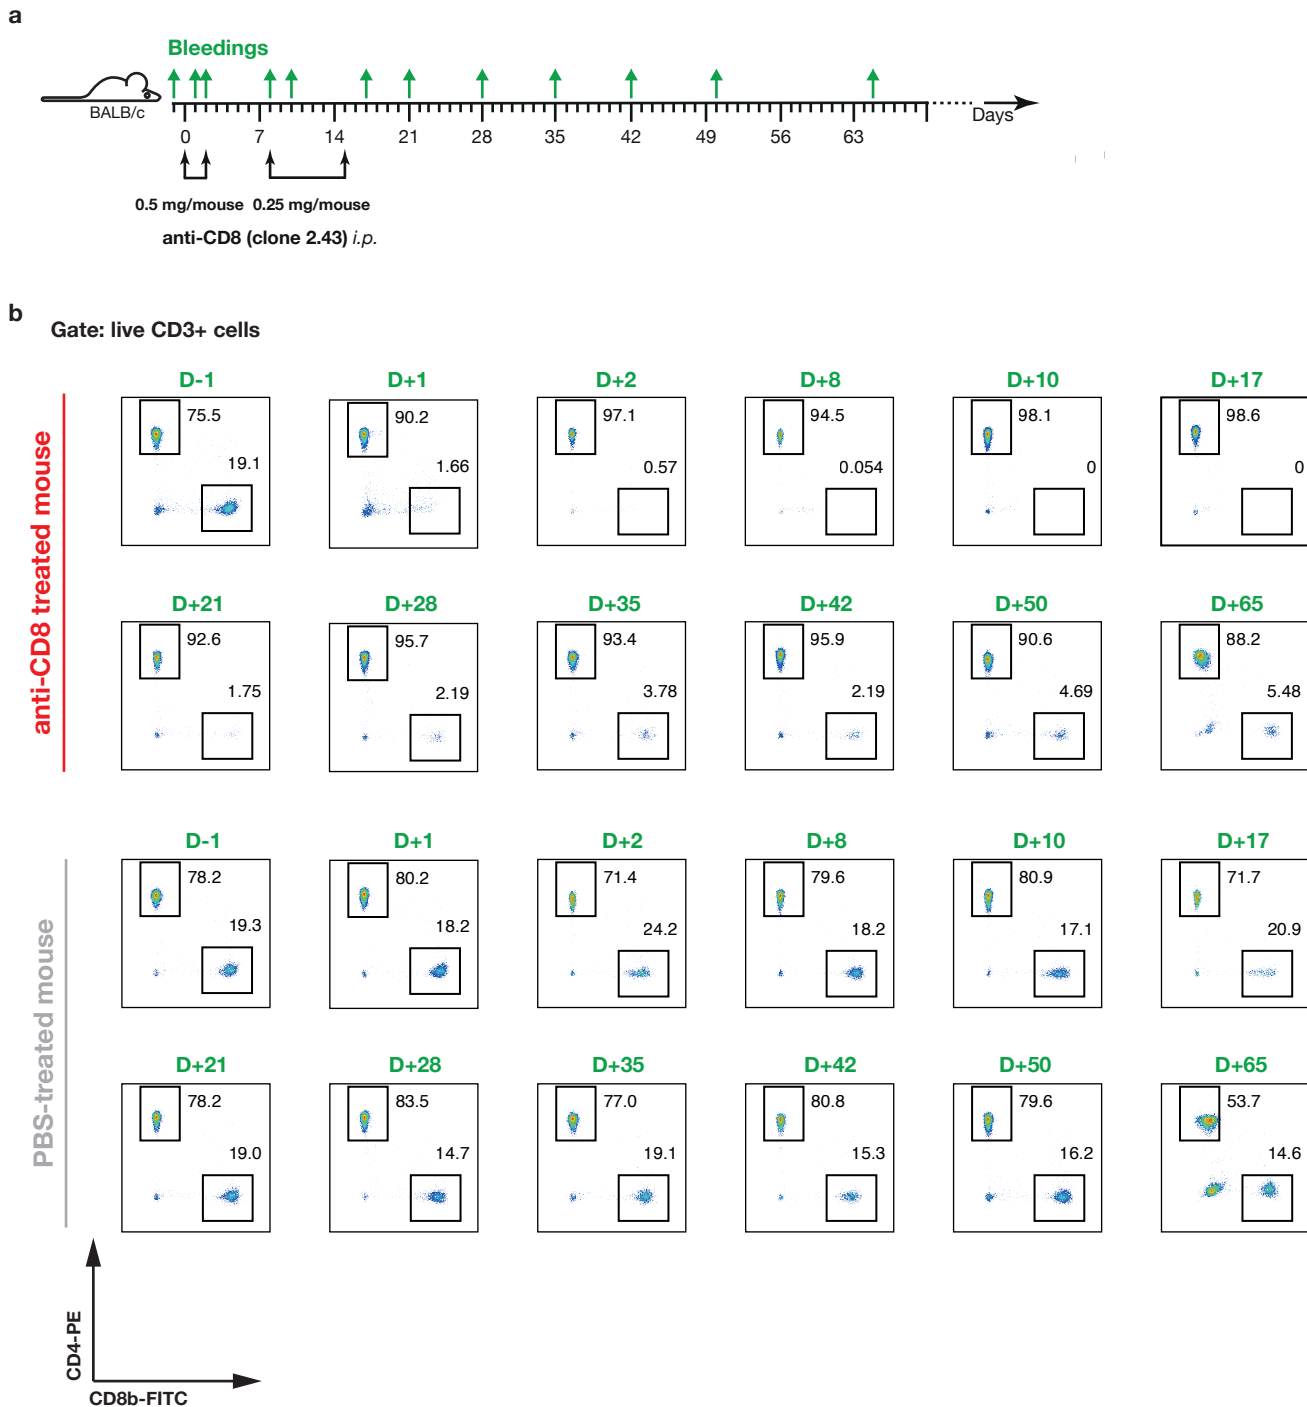

**Supplementary Figure 10 Anti-CD8 mAb depletes CD8<sup>+</sup> T cells in BALB/c mice**

**a** Experimental design. Balb/c mice received *i.p* injections of depleting anti-CD8 mAb clone 2.43 (n=1) or PBS as control (n=1), as indicated on the scheme, and were bled at various time points to measure proportions of CD8 T cells in the blood by flow cytometry. **b** Results of flow cytometry analyses. Density plots are gated on live CD3<sup>+</sup> cells. Values indicate percentage of CD3<sup>+</sup> cells present in the illustrated rectangular gates (CD4<sup>+</sup> or CD8<sup>+</sup> cells in blood CD3<sup>+</sup> cells), anti-CD4-PE (clone RM4-4, Biolegend) and anti-CD8b (clone H35-17.2, eBioscience) which has been verified to not compete with depleting antibody. D: day.

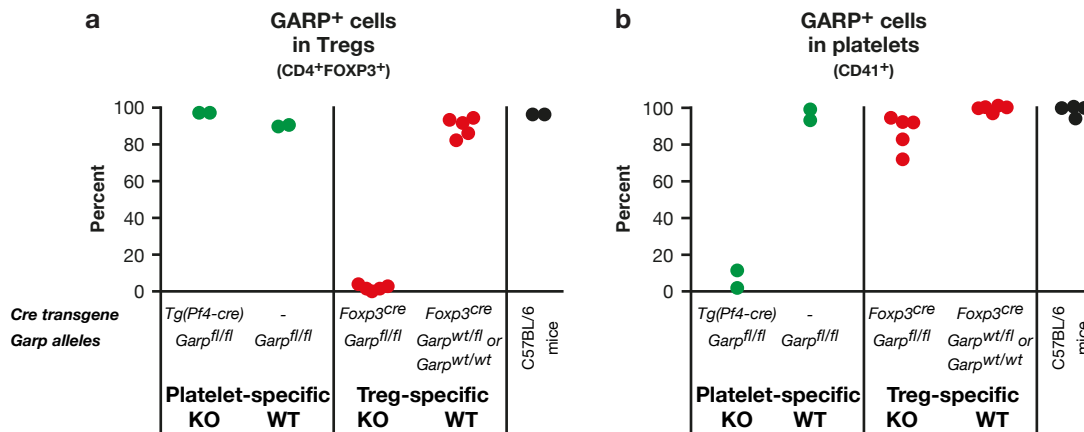

**Supplementary Figure 11 Cell type-specific loss of GARP expression in Treg- and platelet- specific *Garp* KO mice.**  
**a** Splenocytes from mice of the indicated genotypes were isolated and stimulated *in vitro* with anti-CD3/28 coated beads during 24 hours, then analysed by flow cytometry. Each data point indicates proportions of GARP positive cells in CD4<sup>+</sup>FOXP3<sup>+</sup> cells (Tregs) for one mouse (n = 2 to 5). **b** Platelets from mice of the indicated genotypes were isolated from fresh blood and analysed by flow cytometry. Each data point indicates proportions of GARP positive cells in CD41<sup>+</sup> cells (platelets) from one mouse (n = 2 to 5).

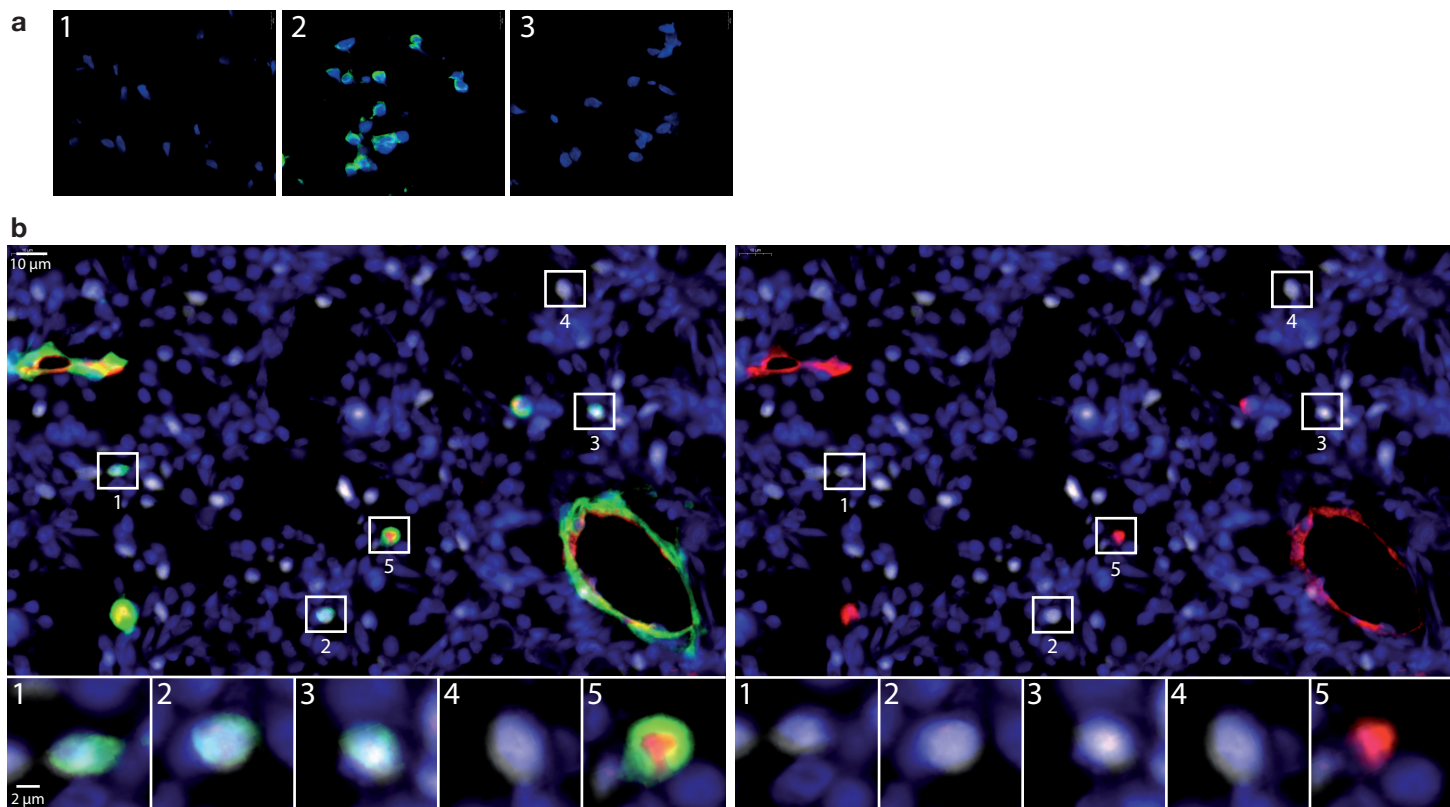

**Supplementary Figure 12 Multiplexed IF allows to identify GARP-expressing Tregs and endothelial cells in sections of frozen human tonsils**

**a** Immunofluorescence staining with the anti-GARP MHG-6 mouse monoclonal antibody on sections of frozen cell pellets from cultured Jurkat cells (1) or Jurkat transfected with a GARP-encoding plasmid (2); GARP appears as a green signal, nuclei in blue; 3: same as 2 without MHG-6. **b** Left panel: mIF staining of GARP (green), FOXP3 (white) and CD34 (endothelial cells, red) on a frozen tonsil section. Merged green and red channels appear in yellow. Bottom panels: enlarged view of three FOXP3<sup>+</sup>GARP<sup>+</sup> cells (1-3), a FOXP3<sup>+</sup>GARP<sup>-</sup> cell (4) and a GARP<sup>+</sup>CD34<sup>+</sup> capillary vessel (5). Right panel: idem without the GARP (green) channel. Similar results were obtained with two other anti-GARP antibodies (clones Plato-1 and LHG-10).

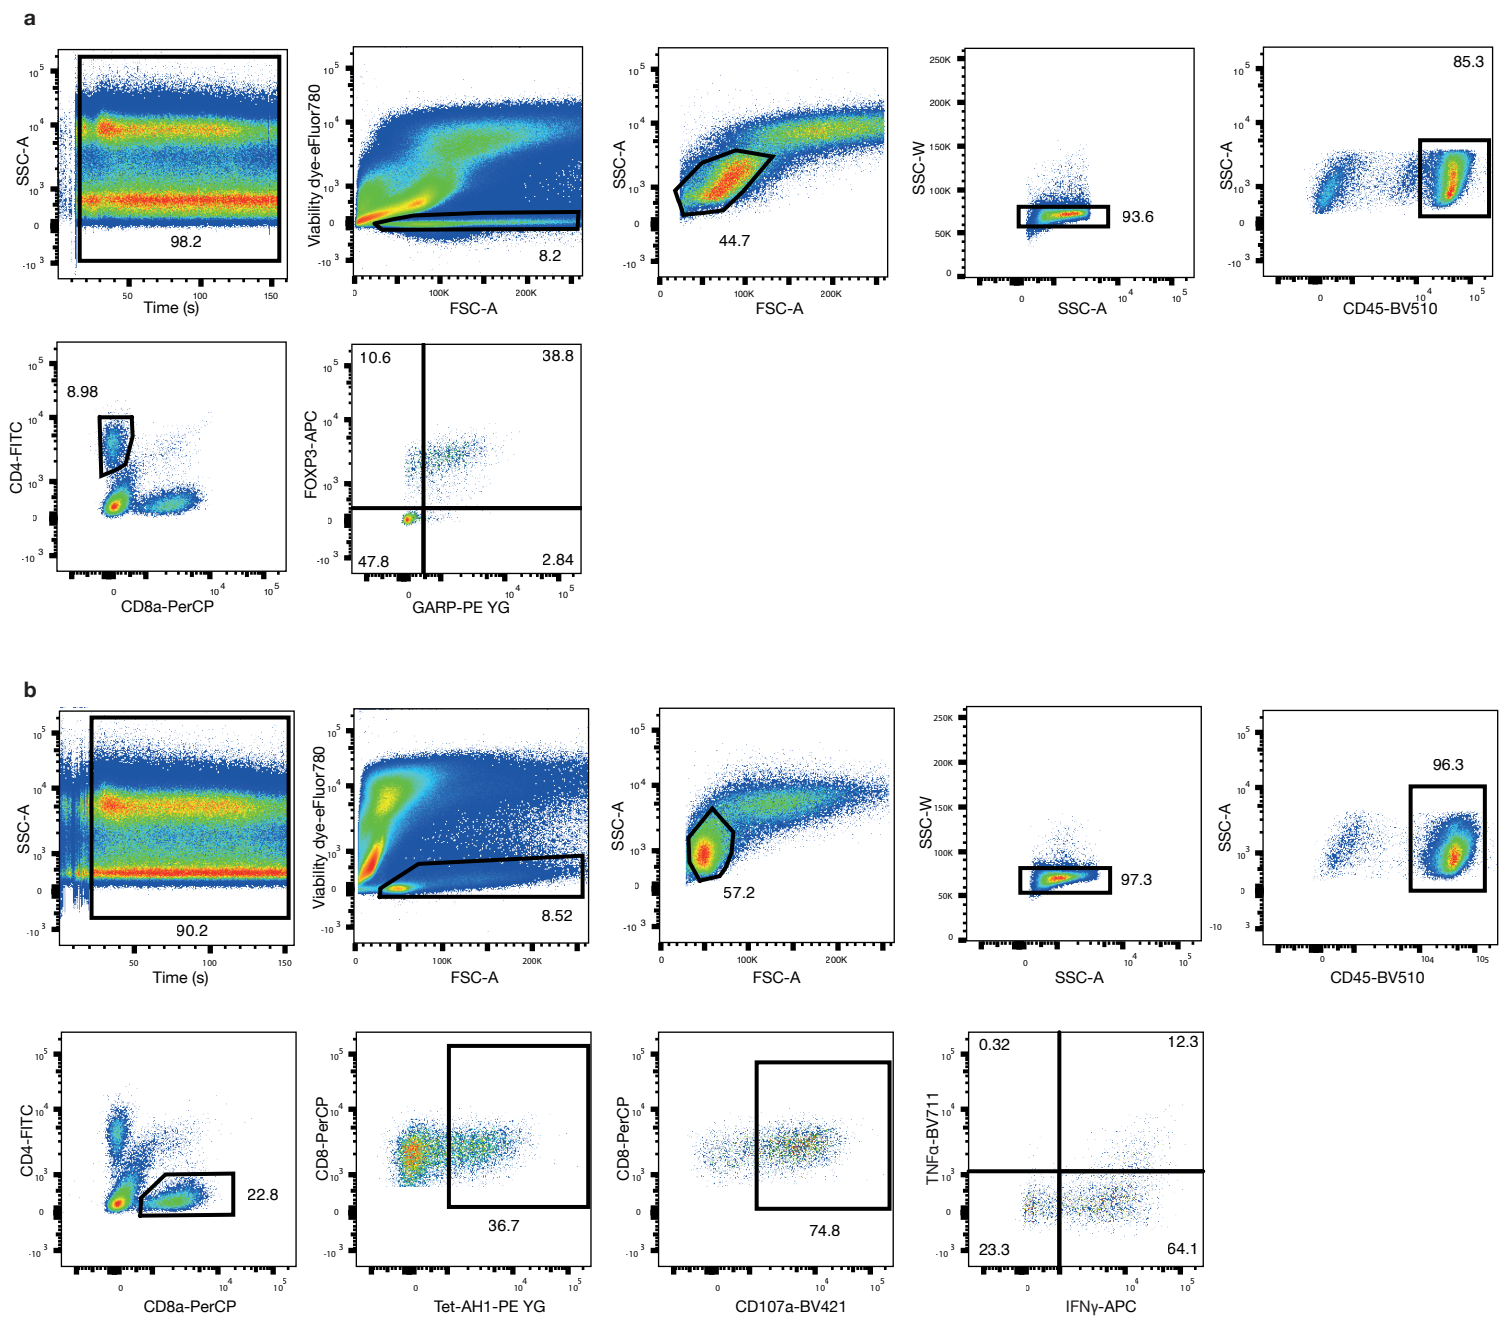

**Supplementary Figure 13** Examples of gating strategies used for flow cytometry analyses shown in Fig. 5 and Supplementary Figures 5-6

**a** Representative example of the gating strategy applied to evaluate the number of Tregs and GARP<sup>+</sup> Tregs infiltrating the tumor. **b** Same to evaluate infiltration of CD8<sup>+</sup> Tet-AH1<sup>+</sup> CD107a<sup>+</sup> IFN $\gamma$ <sup>+</sup> TNF $\alpha$ <sup>+</sup> cells

**a**

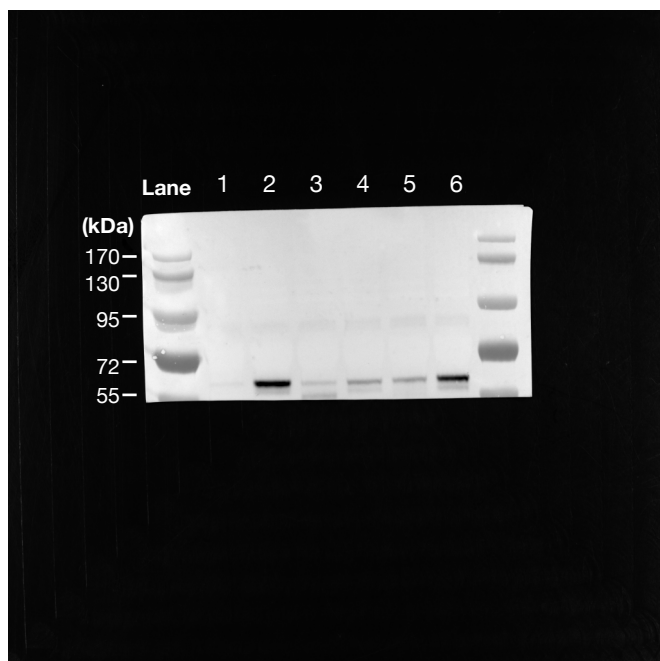

**b**

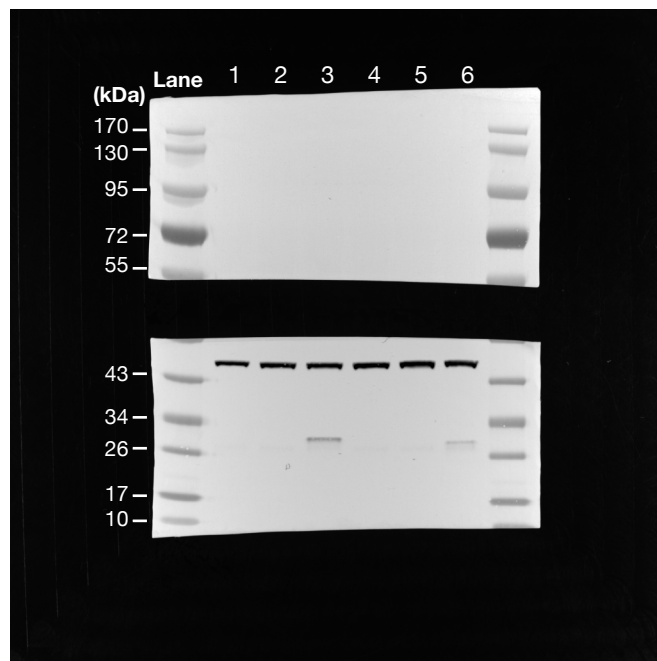

**Supplementary Figure 14. Full scans of Western Blot images shown in Fig.1.**

**a.** pSMAD2

**b.** mouse Actin

**Supplementary Table 1. Primers sequences**

| Sequence                    | Definition                            |
|-----------------------------|---------------------------------------|
| TCAAGTGGCATAGATGTGGAAGAA    | Sense primer in <i>mlfng</i> mRNA     |
| TGGCTCTGCAGGATTTTCATG       | Antisense primer in <i>mlfng</i> mRNA |
| TCACCATCCTTTTGCCAGTTCCTCCAG | Taqman probe in <i>mlfng</i> mRNA     |
| AAGAGAGCAAGGACAACACTC       | Sense primer in <i>mGZMb</i> mRNA     |
| CATGTCCCCCGATGATCTC         | Antisense primer in <i>mGZMb</i> mRNA |
| ACAAGGTCAGCAGTAGCAGGAGGA    | Taqman probe in <i>mGZMb</i> mRNA     |
| CAGTAGAGTGTCGCATGTACAG      | Sense primer in <i>mPrf1</i> mRNA     |
| GATGAGCCTGTGGTAAGCAT        | Antisense primer in <i>mPrf1</i> mRNA |
| TCGCCTGGTACAAAAACCTCCACTC   | Taqman probe in <i>mPrf1</i> mRNA     |
| CATCTTCTCAAATTCGAGTGACAA    | Sense primer in <i>mTNFa</i> mRNA     |
| GGGTTGTACCTTGTCTACTCCCA     | Antisense primer in <i>mTNFa</i> mRNA |
| CACGTCGTAGCAAACCACCAAGTGGA  | Taqman probe in <i>mTNFa</i> mRNA     |

# Supplementary material for: Selective inhibition of TGF-β1 produced by GARP-expressing Tregs overcomes resistance to PD-1/PD-L1 blockade in cancer
**Source:** Nat Commun. 2020 Sep 11;11:4545. doi: 10.1038/s41467-020-17811-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Ordered transcript lists used for GSEA analyses in figure 8.

File Name: Supplementary Data 2

Description: Experimental gene sets used for GSEA analyses in figure 8.

How the deposited data were processed for this re-analysis (not part of the article)

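Tumor RNA of 40 mice with CT26 tumors was examined, 5 mice in each of 8 groups (isotype control, anti-GARP:TGF-β1 WT, anti-GARP:TGF-β1 FcD, anti-TGF-β, anti-PD-1 FcS, and the 3 combinations of anti-PD-1 FcS with each of the other mAbs). The authors aligned paired-end reads of stranded mRNA libraries to GRCm38 with STAR, counted reads per gene with HTSeq, and deposited the raw counts of 54087 genes without normalization. All 40 columns of the count table were used, and 0 columns of per-sample values were left out. In the table, 27 gene names had been turned into calendar dates, 2 of these names occur in 4 of the table's entries, and none of them could be matched to a signature. The counts are whole numbers, and their totals per mouse ran from 11931730 to 20680548 (median 14030511).

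Counts were normalized with TMM in edgeR 4.0.16 (R 4.3.3, limma 3.58.1), genes were filtered with filterByExpr (14760 genes kept), and 11 comparisons of 2 groups were made with the robust quasi-likelihood test in a single model of all 40 mice. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic. The experimental IFNγ, TNFα and IL-1β signatures of Supplementary Data 2 were matched to mouse genes by symbol, without regard to case. The signature score of a mouse is the mean log2 CPM of the genes that passed the filter, with a prior count of 2. Scores were compared with exact permutation tests (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 in Python 3.11.15), and interactions with 100000 permutations of the residuals of the additive model. The permutation tests of scores and the tests of genes with edgeR and DESeq2 were 2-sided, and the Poisson and binomial probabilities for counts of single mice were 1-sided. Enrichment was computed with fgsea 1.28.0 over 1000 gene permutations, with genes ordered by the shrunken log2 fold change of DESeq2 1.42.0. Fold ratios of signature genes and heat map genes are ratios of group means of counts divided by DESeq2's size factors. Gene positions, GC content and lengths were taken from a GENCODE annotation of GRCm38.

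Genes were named in the text by a rule: the 4 genes of Fig. 5d, the genes of the heat maps in Supplementary Fig. 8a, and Lrrc32, Tgfb1, Tgfb2, Tgfb3, Foxp3, Pdcd1, Cd274, Ptprc, Cd3e, Cd4, Cd8a and Itgb8. For each comparison with at least 1 gene past the threshold, the rule adds the 3 higher and the 3 lower genes with the smallest adjusted p whose 5 treated mice all lie on the same side of all 5 control mice. The 92 genes of the first list that passed the filter were also adjusted over the list alone. Against the isotype control, 56 of them passed an adjusted p of 0.05 with the WT combination, 43 with the FcD combination, 2 with the anti-TGF-β combination and 0 with each monotherapy, where 1 (WT), 0 (FcD), 11 (anti-TGF-β) and 3 (anti-PD-1) had an unadjusted p under 0.05. Since 78 of the 92 genes were chosen by the paper on these data, these counts show no stability.

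Alternatives were DESeq2's size factors, no filter on low counts, DESeq2's Wald test (31326 genes with at least 1 count), only the 2 compared groups in the model, the library number as a covariate, a prior count of 0.5, per-gene z-scores, limma's camera test (inter-gene correlation 0.01), other orders of genes in the enrichment, and each mouse left out in turn. The rule for naming genes, the tests of genes, scores, interactions and enrichment, and these alternatives were set before the data were examined. The library part (libraries 41 to 60 against 61 to 80) as a covariate or stratum was added, chosen after seeing the data. Regroupings of the mice took 100 of the 126 ways to divide the 10 mice of a comparison into groups of 5, the real one included. For the enrichment they used edgeR's log2 fold change as the order of genes.

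The methods were tested on simulated data with the same number of mice, in which 200 of 14760 genes were changed. Each gene was drawn independently with its spread in the real counts, so variation that genes share within a mouse was absent. At a log2 fold change of 1, edgeR's test recovered 69.5% of the changed genes with 4 false calls, and DESeq2's test recovered 73% with 11. At a log2 fold change of 2, the shares were 92% with 7 false calls and 94% with 21. In a comparison with no changed gene, edgeR's test made 0 calls. Among regroupings of the real mice for the anti-TGF-β combination against the isotype control, edgeR's test made up to 4166 calls. The simulated shares and false calls may therefore not hold for these tumors. The full hallmark lists, the RT-qPCR, flow cytometry and tumor weight data were not analysed here.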

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

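The tests on single mice, the test of host sex and the tests of the library part on the interaction were chosen only after the result was seen.

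Of 64 sets of 5 mice (8 measures in 8 groups), 8 held a mouse far from the other 4, where chance gives about 5%. The measure is the gap to the nearest mouse divided by the range of the group, and the limit for 5 mice is 0.71. Mouse 42, on anti-GARP:TGF-β1 WT, had TNFα and IL-1β scores above the other 4 mice of its group (gap 0.743 and 0.880 of the range). Ptprc, used as a measure of leukocyte RNA, was lower in 3 of the other 4 mice, and the total count was lower in 2 of them, so neither the share of leukocyte RNA nor library size singled out this mouse. No biological explanation was tested for this or any other single mouse.

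Mouse 48, on anti-TGF-β, also had TNFα and IL-1β scores above the rest of its group (gap 0.743 and 0.822 of the range). It had more Ptprc than all 4 other mice and a larger total count than 1 of them. A larger share of leukocyte RNA in this tumor may account for its scores, while library size did not single it out.

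Mouse 73, on anti-GARP:TGF-β1 WT, had less Ifng than the other 4 mice (gap 0.757 of the range). It had 9 reads on Ifng, where the rate of the nearest mouse gives 18.0, and a count as low has a Poisson probability of 0.0154 if that rate is taken as known. With the counting error of both mice (9 and 23 reads), the 1-sided binomial p was 0.0505, and the mouse was picked as the lowest of its group, so counting error is not excluded. Of the other 4 mice, 0 had less Ptprc (a smaller share of leukocyte RNA) and 0 had a lower total count (library size). Its total of 12841734 was close to the 12904074 of mouse 65, and the expected 18.0 is already scaled to library size, so a smaller share of leukocyte RNA may account for the value and library size does not. Mouse 75, on anti-GARP:TGF-β1 FcD, had less Ifng and less Prf1 than its group (gap 0.746 and 0.912 of the range). Its Ifng count was 3 against 13.6 at the rate of the nearest mouse (Poisson probability 0.000676), and with the counting error of both mice (3 and 11 reads) the 1-sided binomial p was 0.0110, not corrected for picking the lowest mouse. Of the other 4 mice, 0 had less Ptprc, which leaves a smaller share of leukocyte RNA as a candidate explanation, and 2 had a lower total count, which speaks against library size. Mouse 52, on anti-PD-1, had a total count above the other 4 mice (gap 0.725 of the range), 14612143 in a group whose median was 13851372, and no explanation for it was tested.

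The effect of anti-GARP:TGF-β1 FcD on the signature scores was larger with anti-PD-1 than without it, by 0.411 for IFNγ, 0.364 for TNFα and 0.324 for IL-1β (permutation p = 0.0133, 0.0258 and 0.0336). None of the 3 passed adjustment over 9 tests (adjusted p = 0.101). For the mean of the 3 scores the interaction was 0.366 (permutation p = 0.0194). Total counts showed no such interaction (permutation p = 0.751), so library size does not account for it. The library parts cancel in this contrast, so having the part in the model (permutation p = 0.0209) could not move the estimate and tells nothing about an effect of the part that differs between treatments. Within libraries 41 to 60 the interaction was 0.455, 0.363 and 0.318 for IFNγ, TNFα and IL-1β, and within libraries 61 to 80 it was 0.355, 0.4125 and 0.373. With the part and its product with each treatment in the model, the estimate for the mean of the 3 scores was 0.379 (permutation p = 0.0201), which speaks against such an effect as the source. With the adipocyte marker score in the model, the estimate was 0.310 and p was 0.04995, barely under 0.05. With Ptprc in the model, the estimate was 0.153 (permutation p = 0.171), so the interaction may be due in part to a larger share of leukocyte RNA in tumors of the FcD combination. Leukocyte RNA may itself follow from the treatment, and the 2 readings cannot be told apart with these data. The paper's flow cytometry found similar leukocyte densities in all groups (Fig. 5b). That counts cells per tumor volume and not a share of RNA.

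Transcripts of the sex chromosomes, which the paper does not discuss, divided the libraries. In libraries 61 to 80, Xist had a median of 144.4 CPM, against 0.110 CPM in libraries 41 to 60. In libraries 41 to 60, the Y-chromosome genes had medians of 11.26 CPM (Ddx3y), 10.45 CPM (Eif2s3y), 3.806 CPM (Kdm5d) and 3.893 CPM (Uty), and in libraries 61 to 80 their highest count was 1. All 40 libraries had at least 100 counts of either Xist or the 4 Y genes and not of both, which is consistent with host mice of different sex in the 2 parts. Outside X and Y, 10 genes also separated every library of one part from every library of the other, and a sequencing batch that coincides with sex cannot be told apart from sex. Each of the 8 groups has 2 or 3 mice in each part, so the parts are close to balanced across the treatments.

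The adipocyte marker score (4 genes), which the paper does not report, was higher with anti-GARP:TGF-β1 FcD + anti-PD-1 than in isotype control mice by 3.163 on the log2 scale (exact permutation p = 0.0317, 5 mice against 5). It is 1 of 7 groups compared with the controls on this score, and the p was not adjusted. Within libraries 41 to 60 the difference was 1.20, within libraries 61 to 80 it was 4.62, and with labels permuted within parts the exact permutation p was 0.020, so the library part did not account for it. If host tissue next to the tumor were the source, the score would be expected to follow the host transcript index, built from Xist or Y genes, over the 40 mice. Spearman's rho was 0.313 (permutation p = 0.0509) and Pearson's r was 0.435 (permutation p = 0.0049), or 0.362 without the 2 mice farthest from the median of the index. Within libraries 41 to 60 and 61 to 80, r was 0.379 and 0.562, and without the 2 farthest mice of each part it was -0.0013 and 0.260, so it rests on few mice. Within libraries 41 to 60 rho was 0.287 (permutation p = 0.217) and within libraries 61 to 80 it was 0.365 (permutation p = 0.115). The index followed Ptprc more closely (r = 0.922, permutation p = 1e-05, the smallest that 100000 permutations give), so it measures mostly leukocyte RNA and says little about adipose tissue. In libraries 61 to 80, where the difference was larger, the adipocyte score followed a mammary epithelial score (rho 0.782, permutation p = 9e-05), so host fat remains a candidate source. The design offers the treatment as a biological explanation, which is left as a hypothesis.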

How the results depend on the processing

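No paired analysis was possible because each mouse has its own library number and no number is shared between groups. The alternatives that use the library part were chosen after seeing the data, and only they were. Here, the WT, FcD and anti-TGF-β combinations are those with anti-PD-1, and where a result changed, the cause was not tested.

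The reported count of genes is 0 in 10 comparisons and 1 in the other, so a count that stayed at 0 shows no stability. Under alternatives that kept all mice, 8 of 66 counts moved. DESeq2's Wald test called 1 gene with anti-PD-1 (Myh1, named after its value was seen), 10 with the FcD combination and 139 with the anti-TGF-β combination against the isotype control, and 78 with the anti-TGF-β combination against anti-PD-1. The library number as a covariate gave 2 genes with the FcD combination (Defb52 and Sod2, named after their values were seen), and the library part as a covariate, chosen after seeing the data, gave 17. With only the compared groups in the model, the anti-TGF-β combination had 7 genes against the isotype control and 0 against anti-PD-1, where 2097 had an unadjusted p under 0.05. Isg15 then had an adjusted p of 0.325, and over its 5 alternatives the adjusted p ran from 0.000178 to 0.325 in edgeR's and DESeq2's tests. Of 170 log2 fold changes of single genes under these alternatives, 165 kept their direction and side of the threshold, 4 became stronger and 1 weaker.

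Of 63 enrichment scores under other gene orders or without a filter, 60 were unchanged in direction and side of the threshold. Without a filter, the IFNγ score of anti-GARP:TGF-β1 WT was 1.275 and passed, and the IL-1β score of anti-GARP:TGF-β1 FcD was -1.201 and no longer passed. Ordering by the signed square root of F gave -1.165 for the latter, which did not pass either. Of 180 signature scores under the alternatives, 157 were unchanged, 14 became stronger, 7 weaker and 2 reversed. Limma's camera test gave a p of 0.000379 for IFNγ with anti-GARP:TGF-β1 FcD, where the score was lower, and 2.85e-06, 0.00121 and 0.000902 for IFNγ, TNFα and IL-1β with anti-TGF-β. It gave 0.000131 and 0.000217 for TNFα and IL-1β with the anti-TGF-β combination, and 0.000573 and 0.00194 for it against anti-PD-1. For the WT combination against anti-PD-1 it gave 3.12e-07, 4.85e-07 and 0.00014. The IFNγ difference of anti-PD-1, near 0, reversed with z-scores (-0.038) and with camera, a test over genes and not a permutation test (p = 0.336). With z-scores, TNFα with the anti-TGF-β combination became stronger (0.33), and IL-1β with the FcD combination against anti-PD-1 became weaker (0.46). Without a filter, the TNFα and IL-1β differences of the FcD combination from anti-PD-1 became weaker (0.29 and 0.26), as did its IL-1β interaction (0.27). With labels permuted within library parts, TNFα with the WT combination (0.31), TNFα and IL-1β with the FcD combination against anti-PD-1 (0.32 and 0.29) and IFNγ with the anti-TGF-β combination against anti-PD-1 (0.26) no longer had a p under 0.05, and TNFα and IL-1β with the anti-TGF-β combination (0.21 and 0.22) came to have one. These estimates were equal to the unstratified ones at 2 decimals, and the p-values come from 100 or 120 regroupings in place of 252, a coarser test. The TNFα and IL-1β interactions of anti-TGF-β with anti-PD-1, both near 0, reversed with z-scores (0.081 and 0.045) and with the library part as a covariate (0.050 and 0.049). DESeq2's size factors and a prior count of 0.5 changed no score or interaction in direction or side of the threshold.

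With each mouse left out in turn, 13 of 110 gene counts moved. The count ranged from 0 to 2013 for the anti-TGF-β combination against the isotype control, from 0 to 1748 for it against anti-PD-1, and from 0 to 543 for the WT combination against anti-PD-1. The highest counts came without mouse 53 (2013 and 1748) and without mouse 52 (543). For the other 8 comparisons the count was 0 in all 10 fits, with between 52 and 4388 genes at an unadjusted p under 0.05. Of the 78 heat map genes, the number at a ratio of 2 or more ranged from 0 to 4 with anti-GARP:TGF-β1 WT, 0 to 3 with anti-GARP:TGF-β1 FcD, 1 to 20 with anti-TGF-β, 1 to 10 with anti-PD-1 and 14 to 61 with the WT combination. Normalized enrichment scores, ordered by edgeR's log2 fold change, kept direction and side of the threshold in 183 of 210 fits. They ranged from -0.68 to 1.31, -1.01 to 1.41 and 0.80 to 1.41 for IFNγ, TNFα and IL-1β with anti-GARP:TGF-β1 WT, and from -2.09 to -0.84, -1.63 to 1.02 and -1.66 to 1.14 with anti-GARP:TGF-β1 FcD. With anti-PD-1 the IFNγ range was -1.10 to 1.65, and with anti-TGF-β the TNFα and IL-1β ranges were -1.08 to 1.52 and 1.22 to 1.51. For the 3 combinations, no enrichment score changed direction or side of the threshold.

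Signature score differences kept direction and side of the threshold in 262 of 300 such fits. The IFNγ differences of the WT, FcD and anti-TGF-β combinations from the isotype control kept theirs in all 10 fits each, as did all 3 of the FcD combination. TNFα with the WT combination ranged from 0.23 to 0.37, TNFα and IL-1β with the anti-TGF-β combination from 0.15 to 0.26 and 0.16 to 0.28. Against anti-PD-1, the ranges were 0.20 to 0.34, 0.16 to 0.31 and 0.13 to 0.26 with the WT combination, 0.26 to 0.41 and 0.23 to 0.37 for TNFα and IL-1β with the FcD combination, and 0.19 to 0.33 and 0.078 to 0.21 for IFNγ and TNFα with the anti-TGF-β combination. IFNγ with anti-PD-1 alone ranged from -0.060 to 0.082, and TNFα and IL-1β with anti-GARP:TGF-β1 FcD alone from -0.074 to 0.00091 and -0.070 to 0.014. Interactions kept theirs in 160 of 180 fits. TNFα and IL-1β with anti-GARP:TGF-β1 FcD ranged from 0.30 to 0.45 and 0.26 to 0.40, IFNγ with anti-GARP:TGF-β1 WT from 0.15 to 0.29, and TNFα and IL-1β with anti-TGF-β from -0.078 to 0.14 and -0.079 to 0.12. Among log2 fold changes of single genes, 303 of 340 were unchanged, 6 became stronger and 8 weaker. The 23 that reversed were all of Fig. 5d genes in monotherapy groups. Gzmb ranged from -0.27 to 0.0076 with anti-GARP:TGF-β1 WT and -0.15 to 0.52 with anti-PD-1, and Ifng from -0.45 to 0.50 with anti-PD-1. Prf1 ranged from -0.20 to 0.067, -0.24 to 0.078, -0.091 to 0.19 and -0.47 to 0.027 with anti-GARP:TGF-β1 WT, anti-GARP:TGF-β1 FcD, anti-TGF-β and anti-PD-1, and Tnf from -0.097 to 0.086, -0.17 to 0.11, -0.16 to 0.46 and -0.27 to 0.47 in the same order.

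The depth of the data limits Ifng most, with 2 to 91 reads per tumor, and Foxp3, with 3 to 50.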

Differences from the paper's values

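The paper reports that the cytokine response signatures were not enriched with either monotherapy. With the experimental signatures used here, which are other lists than the hallmark lists, the normalized enrichment scores with anti-PD-1 alone were 1.76 for TNFα and 1.80 for IL-1β (permutation of genes, adjusted p = 0.00226), and that for IFNγ was 1.19 (adjusted p = 0.139, permutation of genes). With anti-GARP:TGF-β1 FcD alone they were -2.17, -1.51 and -1.38, in the direction opposite to the combinations (permutation of genes, adjusted p = 0.00254, 0.00471 and 0.0154). For anti-GARP:TGF-β1 WT alone no enrichment passed 0.05, as the paper reports for the hallmark lists, except without a filter on low counts, where IFNγ gave 1.275, and in 1, 3 and 3 of the 10 fits that left out 1 mouse for IFNγ, TNFα and IL-1β. The per-mouse scores of the anti-GARP:TGF-β1 WT, anti-GARP:TGF-β1 FcD and anti-PD-1 groups did not differ from the isotype control, with an exact permutation p from 0.397 to 0.960. Among alternatives set before the data were examined, no filter and ordering by the signed square root of F brought IL-1β with anti-GARP:TGF-β1 FcD to -1.201 and -1.165, not past 0.05. None of those alternatives, each mouse left out in turn included, did so for TNFα and IL-1β with anti-PD-1, where 2 and 3 of the 5 mice lay above the mean of the controls. Leaving out 1 mouse brought the scores of anti-GARP:TGF-β1 FcD to the paper's side in 2 of 10 fits for IFNγ, 3 for TNFα and 4 for IL-1β, and reversed them in 1 for TNFα and 2 for IL-1β.

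By RT-qPCR (Fig. 5d) the paper reports more Prf1 mRNA with the FcD combination, and in the sequenced RNA the log2 fold change of Prf1 was 0.51 (adjusted p = 0.194 over 4 genes in edgeR's test, 2 of 5 mice above every control mouse). In the heat maps of Supplementary Fig. 8a, chosen by the paper at a fold change of 2, 1 of the 29 inflammatory genes (Cd5) did not reach a ratio of 2 in any treated group here.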

Other observations

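The tests of library size, of the share of counts in the top genes, and of adipose and leukocyte RNA on the 3 combinations, and that of library size on the TGF-β1 signature, were chosen only after the result was seen. So were the regroupings by genes at an adjusted p, and those by an unadjusted p and by enrichment were added once the results they refer to had been seen, before any of them was counted. The search of all possible regroupings for those closest to the library parts was added after the others had been counted.

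Regroupings of the 10 mice of each comparison were counted out of 100, the real grouping included. For the 10 comparisons in which 0 genes passed an adjusted p of 0.05, all 100 regroupings necessarily gave as many. At an unadjusted p under 0.05, as many genes were found in 67 regroupings for anti-GARP:TGF-β1 WT (143 genes), 99 for anti-GARP:TGF-β1 FcD (70 genes), 75 for anti-TGF-β (342 genes) and 97 for anti-PD-1 (141 genes) against the isotype control. Against the same controls, 4 regroupings gave as many as the WT combination (3048 genes), 6 as many as the FcD combination (2445 genes) and 7 as many as the anti-TGF-β combination (2972 genes). Against anti-PD-1, 19, 16 and 10 regroupings gave as many as the WT, FcD and anti-TGF-β combinations (2534, 1583 and 2521 genes). The 1 gene called with the anti-TGF-β combination against anti-PD-1 was matched by 5 of 100 regroupings. Between the FcD and the WT combination, 192 genes had an unadjusted p under 0.05, and 99 regroupings gave as many. By these gene counts, only the WT combination against the isotype control was matched by fewer than 5 of 100.

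For enrichment scores (IFNγ, TNFα and IL-1β against the isotype control), 66, 65 and 64 regroupings were as far from 0 with anti-GARP:TGF-β1 WT, 26, 48 and 60 with anti-GARP:TGF-β1 FcD, 12, 36 and 28 with anti-TGF-β, and 42, 12 and 10 with anti-PD-1. With the WT combination these numbers were 9, 4 and 10, with the FcD combination 6, 7 and 6, and with the anti-TGF-β combination 10, 26 and 25. Among these 21 scores, TNFα with the WT combination alone was matched by fewer than 5 of 100 regroupings, so for the others a chance division of the mice cannot be excluded at that level.

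All possible regroupings of each comparison were searched for those that came as close as possible to dividing the 10 mice by library part (libraries 41 to 60 and 61 to 80), whether or not they were among the 100, and there were 1 or 6 in each. For the 4 monotherapies against the isotype control, all of these gave as many genes at an unadjusted p. So did 2 of 6 for the anti-TGF-β combination (up to 3349 genes), 1 of 1 for the WT combination against anti-PD-1 (2646 genes, 0 of them at an adjusted p under 0.05), and 1 of 1 for the FcD against the WT combination (3050 genes, 119 of them at an adjusted p under 0.05). By these regroupings alone, the library parts and the condition cannot be told apart in these comparisons, although each group had 2 or 3 mice in each part. With the library part as a covariate, a model chosen after seeing the data, the 4 monotherapies had 140 (anti-GARP:TGF-β1 WT), 77 (anti-GARP:TGF-β1 FcD), 336 (anti-TGF-β) and 147 genes (anti-PD-1) and the other 3 comparisons 3052, 2605 and 198 genes at an unadjusted p under 0.05, close to the counts without it. For the enrichment, 2 of 6 such regroupings were as far from 0 for TNFα and IL-1β with the anti-TGF-β combination, as were all for TNFα and IL-1β with each monotherapy, and for IFNγ 1 of 1 with anti-GARP:TGF-β1 WT, 3 of 6 with anti-GARP:TGF-β1 FcD, 0 of 1 with anti-TGF-β and 1 of 1 with anti-PD-1. By these regroupings alone, the library part and the condition cannot be told apart there. The TNFα and IL-1β scores with the anti-TGF-β combination were nonetheless higher in both parts, by 0.21 and 0.21 within libraries 41 to 60 and by 0.22 and 0.22 within libraries 61 to 80 (exact permutation p = 0.0333 within parts). For the WT and FcD combinations against the isotype control, 0 of 6 and 0 of 1 gave as many genes at an unadjusted p (at most 2599 and 373), and 0 were as far from 0 in the enrichment. For the FcD and anti-TGF-β combinations against anti-PD-1, 0 of 6 and 0 of 1 gave as many genes (at most 1119 and 1337). Among the 100 drawn for the WT and anti-TGF-β combinations against anti-PD-1, the closest divided the parts less fully, and 3 of 17 and 1 of 18 of these gave as many genes (up to 4601 and 3534, of which up to 1512 and 19 passed an adjusted p of 0.05).

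The mean of the IFNγ, TNFα and IL-1β scores was higher in the 15 mice on the 3 combinations than in the 5 isotype control mice by 0.30 (exact permutation p = 0.00245), and technical explanations were tested. Neither total counts (exact permutation p = 0.714) nor the share of counts in the top 10 genes (exact permutation p = 0.621) differed between these mice. Among 10000 random lists matched on GC content, length and expression, none had a median log2 fold change as high as the 0.26 of the signature genes (percentile 100.0), and the highest reached 0.014. With the library part in the model, the difference was 0.30 (permutation p = 0.0033, 20 mice). With the adipocyte score it was 0.16 (permutation p = 0.016), with Ptprc 0.19 (permutation p = 0.00646) and with the host transcript index 0.23 (permutation p = 0.00358). The parts are close to balanced between these mice, so having the part in the model could hardly move the estimate and tells little. The difference passed with each of the other covariates. Each was an imperfect marker and was in the model alone, so adipose, leukocyte or other host RNA is not excluded as its source. The 15 mice also pool groups in which Ptprc was higher by 0.86 (WT), 0.78 (FcD) and 0.13 (anti-TGF-β combination). The smaller estimates point to a contribution from adipose, leukocyte or other host RNA. Over all 40 mice, the host transcript index, which mostly follows Ptprc, correlated with the mean of the 3 scores (r = 0.705, rho = 0.555, permutation p = 1e-05 and 0.00033), at r = 0.888 in libraries 41 to 60 and 0.617 in libraries 61 to 80, or 0.602, 0.786 and 0.251 without the 2 farthest mice. Within libraries 41 to 60 the combinations exceeded the controls by 0.19, 0.17 and 0.16 for IFNγ, TNFα and IL-1β, and within libraries 61 to 80 by 0.36, 0.40 and 0.38, and the parts did not differ in this (permutation p = 0.222, 0.278 and 0.259). A treatment effect on the cytokine response is a hypothesis that these tests leave open, since sequencing batches other than the library part are unknown.

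The 10 genes outside X and Y that separated the library parts were all higher in libraries 61 to 80, and Epcam, Krt8, Krt19, Prlr and Pgr, named after their values were seen, were among them. Mammary tissue of female hosts in the collected sample is a candidate source. A score of 7 mammary epithelial genes listed before the test followed the adipocyte score in libraries 61 to 80 (Spearman's rho 0.782, permutation p = 9e-05; Pearson's r 0.873, permutation p = 1e-05, the smallest that 100000 permutations give; r = 0.709 without the 2 libraries farthest from the median of the adipocyte score). All 20 of these libraries had a higher mammary score than every library from 41 to 60. Single genes such as Epcam and Krt8 separate the parts in the same way, so this separation is no independent evidence of mammary tissue. The correlation with the adipocyte score leaves mammary fat pad in the samples as a candidate, and it was the only source tested.

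The TGF-β1 signature score (113 genes) was higher in the 10 mice on the anti-GARP:TGF-β1 combinations than in the 5 on the anti-TGF-β combination by 0.31 (permutation p = 0.0833), which did not pass 0.05. With the adipocyte score in the model the difference was 0.13 (permutation p = 0.342), and with Ptprc it was 0.070 (permutation p = 0.533), so the difference cannot be told apart from adipose or leukocyte RNA. Total counts did not differ (exact permutation p = 0.430). Against the isotype control the score changed by 0.26 with the WT combination (exact permutation p = 0.103), 0.33 with the FcD combination (exact permutation p = 0.0952) and -0.012 with the anti-TGF-β combination (exact permutation p = 0.937).

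Foxp3 was higher in the 35 treated mice than in the 5 isotype control mice by 1.04 on the log2 scale (permutation p = 0.00537), and 23 of the 35 exceeded every control mouse. The ratio of Foxp3 to Cd3e was higher too (permutation p = 0.00678), so a larger share of T cell RNA did not account for it, and with the library part in the model p was 0.00605. The lowest Foxp3 count in a control library was 5, and the test set for counting error asked for fewer than 3, the lowest count of any library, so it could not have found such an error and does not exclude it at counts of 3 to 50. The comparison of all treated mice was chosen for this pattern, and single groups ranged from 0.42 with anti-GARP:TGF-β1 FcD (exact permutation p = 0.389) to 1.56 with the FcD combination (exact permutation p = 0.0159).

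Scores of marker genes of cell types gave further values against the isotype control, none adjusted for the number of cell types and groups, and those with a p under 0.05 are given, beside the adipocyte score. Ptprc was higher by 0.86 with the WT combination (exact permutation p = 0.0317) and 0.78 with the FcD combination (exact permutation p = 0.0397). The Treg score (4 genes) was higher by 1.09 and 0.99 in these groups (exact permutation p = 0.0317 and 0.0238). The T cell score (4 genes), given for comparison, differed by 0.38 and 0.17 (exact permutation p = 0.659 and 0.730). With the anti-TGF-β combination, the NK cell score (2 genes) was higher by 0.87 (exact permutation p = 0.0159) and the neutrophil score (3 genes) by 1.82 (exact permutation p = 0.0476). In that group the macrophage score (5 genes) was higher by 0.33 and the proliferation score (5 genes) differed by -0.16 (exact permutation p = 0.0317 for both). With the FcD combination, scores were higher by 1.08 for Cd4, 0.62 for macrophages, 1.88 for neutrophils, 0.71 for dendritic cells (4 genes) and 0.68 for endothelial cells (4 genes), with an exact permutation p of 0.0317, 0.0238, 0.0317, 0.00794 and 0.0476. The B cell score (3 genes) was higher by 1.93 with anti-GARP:TGF-β1 WT alone (exact permutation p = 0.0476). No explanation of these differences was tested. By flow cytometry the paper reports no change in leukocyte density with any treatment. It saw more Tregs with the FcD combination in the experiment of Fig. 5c, but not in its other experiments. Cell densities and shares of RNA are unlike measures.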
